# A CCR5 antagonist, maraviroc, alleviates neural circuit dysfunction and behavioral disorders induced by prenatal valproate exposure

**DOI:** 10.1186/s12974-022-02559-y

**Published:** 2022-07-29

**Authors:** Yasuhiro Ishihara, Tatsuya Honda, Nami Ishihara, Kaede Namba, Makiko Taketoshi, Yoko Tominaga, Mayumi Tsuji, Christoph F. A. Vogel, Takeshi Yamazaki, Kouichi Itoh, Takashi Tominaga

**Keywords:** Valproic acid, Microglia, Neuroinflammation, CCL3, Neural circuit, Behavioral disorders, Maraviroc

## Abstract

**Background:**

Valproic acid (VPA) is a clinically used antiepileptic drug, but it is associated with a significant risk of a low verbal intelligence quotient (IQ) score, attention-deficit hyperactivity disorder and autism spectrum disorder in children when it is administered during pregnancy. Prenatal VPA exposure has been reported to affect neurogenesis and neuronal migration and differentiation. In addition, growing evidence has shown that microglia and brain immune cells are activated by VPA treatment. However, the role of VPA-activated microglia remains unclear.

**Methods:**

Pregnant female mice received sodium valproate on E11.5. A microglial activation inhibitor, minocycline or a CCR5 antagonist, maraviroc was dissolved in drinking water and administered to dams from P1 to P21. Measurement of microglial activity, evaluation of neural circuit function and expression analysis were performed on P10. Behavioral tests were performed in the order of open field test, Y-maze test, social affiliation test and marble burying test from the age of 6 weeks.

**Results:**

Prenatal exposure of mice to VPA induced microglial activation and neural circuit dysfunction in the CA1 region of the hippocampus during the early postnatal periods and post-developmental defects in working memory and social interaction and repetitive behaviors. Minocycline, a microglial activation inhibitor, clearly suppressed the above effects, suggesting that microglia elicit neural dysfunction and behavioral disorders. Next-generation sequencing analysis revealed that the expression of a chemokine, C–C motif chemokine ligand 3 (CCL3), was upregulated in the hippocampi of VPA-treated mice. CCL3 expression increased in microglia during the early postnatal periods via an epigenetic mechanism. The CCR5 antagonist maraviroc significantly suppressed neural circuit dysfunction and post-developmental behavioral disorders induced by prenatal VPA exposure.

**Conclusion:**

These findings suggest that microglial CCL3 might act during development to contribute to VPA-induced post-developmental behavioral abnormalities. CCR5-targeting compounds such as maraviroc might alleviate behavioral disorders when administered early.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-022-02559-y.

## Introduction

Valproic acid (VPA), a broad-spectrum antiepileptic drug, has been widely used to treat almost all types of seizures and epilepsy syndromes, although its greatest value is in the management of generalized epilepsies associated with multiple seizure types. The actions of VPA that have been reported thus far include potentiation of gamma-aminobutyric acid (GABA) transmission through increased GABA synthesis, decreased GABA turnover, and inhibition of GABA degradation; inhibition of NMDA receptor-mediated excitatory transmission; blockade of voltage-gated sodium channels; and blockade of calcium channels, which can explain the broad-spectrum anti-seizure effects of VPA [1]. However, VPA is known to have several adverse effects, especially when it is administered during pregnancy. School-age children whose mothers had been given VPA during pregnancy had significantly lower verbal intelligence quotient scores than children exposed to carbamazepine or phenytoin or children not exposed to antiepileptic drugs [2]. Prenatal exposure to VPA also reportedly increases the risk for attention-deficit hyperactivity disorder [3] and autism spectrum disorder [4]. Based on these findings, restriction of VPA administration to pregnant women and women of childbearing potential is recommended in many countries. The risk–benefit balance of VPA treatment in women should be deeply considered [5].

The mechanisms of behavioral defects induced by prenatal VPA exposure have been investigated using animal models. VPA has been reported to decrease the expression of the NMDAR subunits NR2A and NR2B in the primary somatosensory cortex to enhance NMDA receptor-mediated synaptic plasticity in rats [6]. VPA disrupts the normal excitatory–inhibitory shift of GABAergic currents during postnatal development [7]. Mice exposed to VPA in utero exhibit impaired cognitive function as adults, and this effect is related to decreased hippocampal neurogenesis [8]. The ectopic localization of newborn neurons in the hippocampus increases seizure susceptibility in adult mice prenatally exposed to VPA [9]. Recently, the effects of prenatal VPA exposure on astrocytes in addition to neurons have been studied. VPA activates astrocytes to alter the expression of the glutamate transporter GLT-1/EAAT-2, which disturbs glutamate metabolism [10]. Thus, several mechanisms may be involved in fetal VPA exposure-induced post-developmental behavioral disorders. However, the action of VPA on neurons has been studied, and its effects on immune cells remain unclear.

Microglia are immune cells in the central nervous system that play important roles in brain pathologies such as Alzheimer's disease and epilepsy [11, 12]. Microglia are also involved in neuronal circuit formation during development. Microglia engulf presynaptic inputs during peak retinogeniculate pruning. Engulfment is dependent upon neural activity and the microglia-specific complement receptor 3 phagocytic signaling pathway [13]. Increasing evidence has shown that microglia may be targets of VPA in the developmental stage. Prenatal VPA administration upregulates CD11b expression in the hippocampus [14] and increases the number of microglia in the hippocampal CA1 region [15]. Zamberietti et al. reported that fetal VPA treatment induces an increase in the soma area of microglia in the hippocampus [16]. The phagocytic activity of BV-2 mouse microglial cells against amyloid beta is enhanced in the presence of VPA [17]. Based on these findings and the importance of microglia in development, elucidating the effect of VPA on microglia might be important for understanding the mechanism of abnormal behaviors induced by prenatal VPA exposure. The purpose of this study was to examine the effects of VPA on microglia to identify a target for treating post-developmental behavioral disorders, focusing on neuron–microglia interactions during development.

VPA has been used for making an autism model and thus there are several administration protocols. The timing of administration as well as the dosage of VPA determine the effects. Mice exposed to VPA on embryonic day 12.5 (E12.5) but not on E9 and E14.5 have been shown to exhibit autistic-like behavioral alternations [18]. Similarly, rats exposed to VPA on E12.5 but not on E7, 9.5 and 15 display the changes in social behaviors [19]. In human, VPA exposure during the first trimester of pregnancy can induce neural tube defects and other congenital malformations such as atrial septal defect, cleft palate, hypospadias, polydactyly and craniosynostosis [20–22]. Administration of VPA on days 8–9 of gestation in mice results in failure of cranial neural tube closure and spina bifida, as well as limb abnormalities such as syndactyly and oligodactyly [23]. Thus, the pathophysiology of mice is similar to that of human. Treatment with VPA during midgestation can induce post-developmental behavioral disorders and oral administration at the dosage of 800 mg/kg VPA was widely used when exposed on E11 [24, 25]. Therefore, we selected this protocol in our study.

## Materials and methods

### Animals and drug administration

All animal procedures were performed in accordance with the Fundamental Guidelines for Proper Conduct of Animal Experiments and Related Activities in Academic Research Institutions under the Jurisdiction of the Ministry of Education, Culture, Sports, Science and Technology, Japan. The Animal Care and Use Committee of Hiroshima University approved the experimental protocols (No. C18-23-4). Pregnant ICR mice were obtained from Japan SLC (Shizuoka, Japan) and were maintained in a temperature-controlled animal facility on a 12-h light–dark cycle (light on from 8:00 a.m. to 8:00 p.m.). Mice were allowed ad libitum access to diet and water. Sodium valproate (Sigma-Aldrich, St. Louis, MO, USA) was dissolved in saline. Pregnant female mice received a single dose of 800 mg/kg sodium valproate by gavage on day 11.5 after conception. Minocycline (Wako Pure Chemical, Osaka, Japan; 100 mg/kg/day) was dissolved in drinking water at the required concentration, which was determined based on each dam's body weight and drinking volume, and given to the dams from 1 day old (P1) to 21 days old (P21) via lactation. Maraviroc (GlaxoSmithKline, London, UK; 80 mg/kg/day) was dissolved in drinking water, sonicated, warmed and administered to the dams from P1 to P21 via lactation. The administration schedule is shown in Fig. 1. We used simple randomization for the randomization method [26]. Four to five mice were housed in the same cage from P22. The brain tissues were perfused with phosphate-buffered saline under isoflurane anesthesia and then isolated. No sample calculation was performed and that sample size was determined by our previous studies and other reports [25, 27–29]. Any animal was not excluded based on the statistics or died during experiments. One hundred thirty-two dams and 322 male pups were used in this study. *N* values and details of litters are included in figure legends as appropriate.

**Fig. 1:**
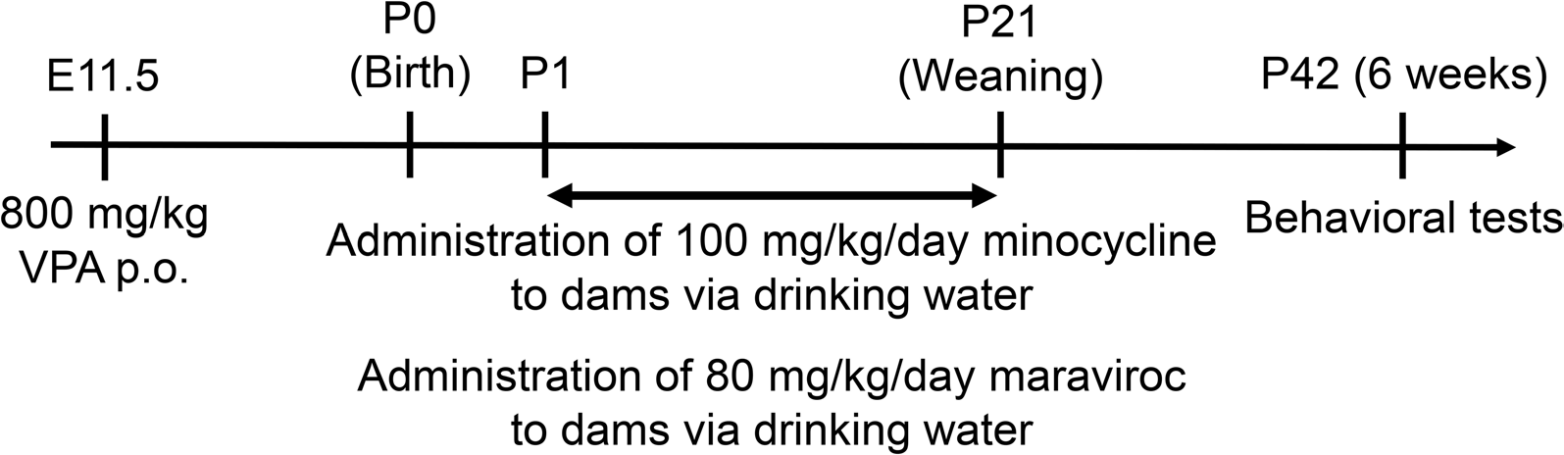
Experimental protocol. Pregnant female mice received a single oral dose of 800 mg/kg sodium valproate on E11.5. Minocycline (100 mg/kg/day) or maraviroc (80 mg/kg/day) was dissolved in drinking water and administered to dams from P1 to P21. Behavioral tests were performed in the order of open field test, Y-maze test, social affiliation test and marble burying test from the age of 6 weeks

### Behavioral tests

Eye opening was sequentially observed after birth and scored as 0.5 for one eye open and 1 for both eyes open to evaluate development. Behavioral tests were performed by well-trained investigators who were blinded to the experimental groups. Data analyses were also performed by technical staff independently. Behavioral tests were performed in the order of open field test, Y-maze test, social affiliation test and marble burying test from the age of 6 weeks. All behavioral tests were performed from 8:00 am to 12:00 am. In the open field test, the mice were released into an open field arena (90 × 90 × 50 cm). The arena was equipped with a camera mounted overhead. The mice were monitored for 90 min, and the distance moved was calculated by DIPP-Motion V/2D software (DITECT, Tokyo, Japan).

The Y-maze test was performed using an apparatus with three arms (20 cm long × 10 cm wide × 20 cm high) at 120° angles. The mice were placed in the distal end of an arm and allowed to explore the maze for 8 min. The percentage of alternations (entries into an arm that differed from the arm entered in the previous two entries) was calculated with the following formula: (alternations/(arms entries – 2)) × 100 [30].

A social affiliation test was performed in a rectangular apparatus (20 cm long × 40 cm wide × 40 cm high). Empty wire containment cups were placed on the right and left sides 8 cm from the wall, and the mice were habituated to the apparatus for 5 min. A control mouse (stranger) was placed in a wire containment cup that was located on one of the sides of the apparatus, and then the mice were placed in the apparatus for 10 min. A video camera mounted above the apparatus recorded the movements of the mice for analysis. The amount of time spent around each cage (empty cage or stranger-containing cage) was measured using DIPP-Motion V/2D software [31].

The marble burying test was performed in a mouse cage (22 cm long × 32 cm wide × 15 cm high), in which 20 glass marbles (diameter 1.2 cm) were spaced evenly on a 2-cm-deep layer of shaved wood bedding. The mice were placed in the cage and left undisturbed for 30 min. After the test, the number of marbles buried (covered more than two-thirds with bedding) was counted [32].

### Immunohistochemistry (IHC)

IHC was performed according to our previous report [33]. Briefly, the brains were fixed with 4% buffered paraformaldehyde and cryoprotected in 30% sucrose. Brains were frozen, and 50-μm-thick floating sections were prepared using a Cryostat (CM3050 S; Leica Biosystems, Nussloch, Germany). The sections were blocked and permeabilized with PBS containing 10% normal goat serum (Sigma-Aldrich) and 0.3% Triton-X 100 for 1 h at room temperature. The sections were incubated with primary antibody for 3 h at room temperature, followed by secondary antibody for 1 h at room temperature in the dark. The antibodies used are listed in Additional file 1: Table S1. The sections were mounted on a glass slide with DAPI-Fluoromount-G (Southern Biotech, Birmingham, AL, USA). Images were processed using the Zen image acquisition software package (Carl Zeiss, Oberkochen, Germany) and ImageJ software. The soma area was evaluated using images of Iba1 staining, and the amoeboid score was calculated by the following formula: (soma area/entire Iba1-stained area) × 100 (%). The Iba1- and CD68-costained areas were analyzed with ImageJ software (National Institutes of Health, Bethesda, MD, USA). At least 100 cells were measured for calculating the amoeboid score and CD68-stained area.

### Analysis of minocycline and maraviroc levels by HPLC–UV

Minocycline levels in the serum and brain were measured as described in a previous report with slight modifications [34]. Hippocampal homogenates were prepared in phosphate-buffered saline. Fifty microlitres of each homogenate was mixed with 20 μL of 0.5 M dipotassium hydrogen phosphate aqueous solution and 250 μL of ethyl acetate. The mixture was vortexed and centrifuged, and the resulting upper layer (ethyl acetate layer) was isolated. Fifty microlitres of 20 mM hydrochloric acid was added to the ethyl acetate solution. The mixture was vortexed and centrifuged, and 20 μL of the lower layer (water layer) was injected onto an InertSustain Cyano column (4.0 × 250 mm, 5 µm) (GL Science, Tokyo, Japan). The mobile phase consisted of methanol and 20 mM perchloric acid/4 mM triethylamine in water (20:80, v/v; pH approx. 2). The flow rate was 1 mL/min, the column temperature was 25 °C, and UV detection was performed at 350 nm. Solutions of minocycline (Wako Pure Chemical) were used as standards.

The maraviroc concentration was determined as described in a previous report with slight modifications [35]. Equal amounts of serum or hippocampal homogenates were mixed with acetonitrile. After the mixtures were vortexed and centrifuged, 50 μL of supernatant was injected onto an InertSustain Cyano column (4.0 × 250 mm, 5 µm) (GL Science). The mobile phase consisted of acetonitrile and 20 mM potassium dihydrogenphosphate in water, and the pH was adjusted to 2.5 by phosphoric acid (40:60, v/v). The flow rate was 0.6 mL/min, the column temperature was 25 °C, and UV detection was performed at 210 nm. Solutions of known concentrations of maraviroc (Cayman Chemical Company, Ann Arbor, MI, USA) were used as standards.

### Voltage-sensitive dye (VSD) imaging

VSD imaging was performed using the same techniques as those described in previous reports [36, 37]. Briefly, hippocampal slices (350 µm) were prepared and transferred onto a fine-mesh membrane filter (Omni Pore membrane filter, JHWP01300; Millipore) held in place by a thin Plexiglas ring (inner diameter, 11 mm; outer diameter, 15 mm; thickness, 1–2 mm). The slices were stained for 25 min with 100 µL of VSD solution [0.2 mM di-4-ANEPPS (Thermo Fisher Scientific, Waltham, MA, USA) in 2.5% ethanol, 0.13% Cremaphor EL (Sigma-Aldrich), 1.17% distilled water, 48.1% FBS, and 48.1% artificial cerebrospinal fluid (ACSF)]. The slices were used for experiments after at least a 1-h incubation at room temperature following VSD washout.

The Plexiglas ring supporting each slice (see above) was placed in an immersion-type recording chamber [38]. Custom laboratory-designed epifluorescence optics consisting of a custom-made objective lens (Brainvision 6×, water immersion) and a Leica Microsystems MZ-APO (*f* = 55 mm × 1.0) projection lens were used to view the slices during the experiments. Excitation light was provided by a high-power stabilized LED light (LEX-2G; Brainvision Co Ltd, Tokyo, Japan) projected through an excitation filter (λ = 530 ± 10 nm) and reflected onto the hippocampal slice by a dichroic mirror (*λ* = 575 nm). Emission fluorescence from the slice passed through an emission filter (*λ* > 590 nm) and was projected onto a C-MOS imager (MiCAM-02; Brainvision). The intensity of fluorescence emitted by the slice prior to stimulation was averaged and used as the reference intensity (*F*0). The fractional change in fluorescence [*ΔF*(*t*) = *F*(*t*)-*F*0] was normalized to *F*0 (*ΔF*/*F*0), and this value was used as the optical signal. The optical signals referred to below represent signals filtered in spatial and temporal dimensions with a digital Gaussian kernel of 5 × 5 × 3 (horizontal × vertical × temporal; *σ* ≈ 1). At a wavelength of 610 nm, VSD fluorescence decreased in response to depolarization of the cell membrane. Electrical stimulations (40 V, bipolar 200 µs) were applied with constant voltage pulses (ESTM-8, Brainvision Co. Ltd.) through a glass microcapillary tube (5 µm inner diameter; filled with ACSF) placed either on Schaffer collateral afferents in the CA3/CA1 border of CA1, on the granule cell layer to stimulate the mossy fiber pathway, or in the molecular layer of the upper blade of the dentate gyrus (DG). Stimulation was applied at an interval of at least 30 s.

### Cap analysis gene expression (CAGE)-seq analysis

RNA was prepared from the hippocampi of 5-day-old mice exposed to vehicle or VPA using a ReliaPrep RNA Miniprep System (Promega, Madison, WI, USA). RNA isolated from 5 male pups from 2 dams in each group was analyzed by CAGE-seq. RNA quality was assessed with a Bioanalyzer (Agilent, Santa Clara, CA, USA) to ensure that the RNA integrity number (RIN) was over 8.0 and that the A260/A280 and 260/230 ratios were over 2.0. CAGE library preparation, sequencing, mapping, and gene expression analysis were performed by DNAFORM (Yokohama, Kanagawa, Japan). First-strand cDNA was transcribed to the 5′ end of capped RNAs and attached to CAGE barcode tags, and these tags were sequenced using the NextSeq 500 system (Illumina, San Diego, CA, USA) and mapped to the mouse mm9 genomes using the BWA software program after discarding ribosomal RNAs. Over 20 million reads were mapped to the murine genome sequence for each sample. The data were analyzed, and the expression ratio was also calculated as the log (base 2) ratio using the RECLU pipeline. Raw data were registered in the NCBI GEO database (accession no. GSE180564).

### Total RNA extraction and quantitative PCR (qPCR)

mRNA levels were determined according to the protocol described in our previous report [39]. Briefly, total RNA was extracted from the hippocampus using a High Pure RNA Isolation Kit (Roche Diagnostics K.K., Tokyo, Japan). Single-stranded cDNA was synthesized from 1 μg of total RNA according to the ReverTra Ace protocol (Toyobo, Osaka, Japan) with a random primer (9-mer; Takara Bio, Shiga, Japan). Real-time PCR was performed using a CFX Connect real-time PCR system (Bio–Rad Laboratories, Hercules, CA, USA) with TB Green Premix Ex Ta II (TaKaRa Bio, Shiga, Japan). The primer sequences are presented in Additional file 1: Table S2. mRNA levels were normalized to the level of the housekeeping gene β-actin, and the values of the treated samples were divided by those of the untreated samples to calculate the relative mRNA levels.

### ELISA for C–C motif chemokine ligand 3 (CCL3)

Freshly isolated hippocampi were lysed in radioimmunoprecipitation assay (RIPA) buffer containing cOmplete EDTA-free Protease Inhibitor Cocktail (Roche). The hippocampal CCL3 concentration was determined using the Mouse CCL3/MIP-1 Alpha Quantikine ELISA Kit (R&D Systems, Inc., Minneapolis, MN, USA) according to the manufacturers’ instructions.

### Immunoblotting

CD11b-positive cells were isolated according to our previously described method [40]. Cells or tissues were lysed with RIPA buffer (25 mM Tris–HCl (pH 7.6), 150 mM NaCl, 1% Nonidet P-40, 1% sodium deoxycholate, and 0.1% SDS). Equal amounts of protein were loaded, separated via SDS-PAGE and transferred onto polyvinylidene difluoride membranes. The blocked membranes were incubated with the primary and secondary antibodies listed in Additional file 1: Table S1. Then, the membranes were visualized using peroxide substrates (SuperSignal West Dura, Thermo Fisher Scientific).

### Statistical analyses

All data were analyzed using GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA). Student's *t* test, one-way ANOVA with Dunnett's corrected multiple comparison tests, two-way ANOVA [VPA × Age (Fig. 2A), VPA × time points (Fig. 2B), VPA × Mino (Figs. 3B–E, G, 4B, D, F and 6A, B) or VPA × Mar (Fig. 7B–E, G)] with Tukey's corrected multiple comparison tests were used to determine significant differences between the means of two or more independent groups of animals. The *F* value calculated from ANOVA is described in each figure legend, the p value is indicated in each figure, and significance was considered when *p* values were less than 0.05. Error bars were calculated using SD.

**Fig. 2:**
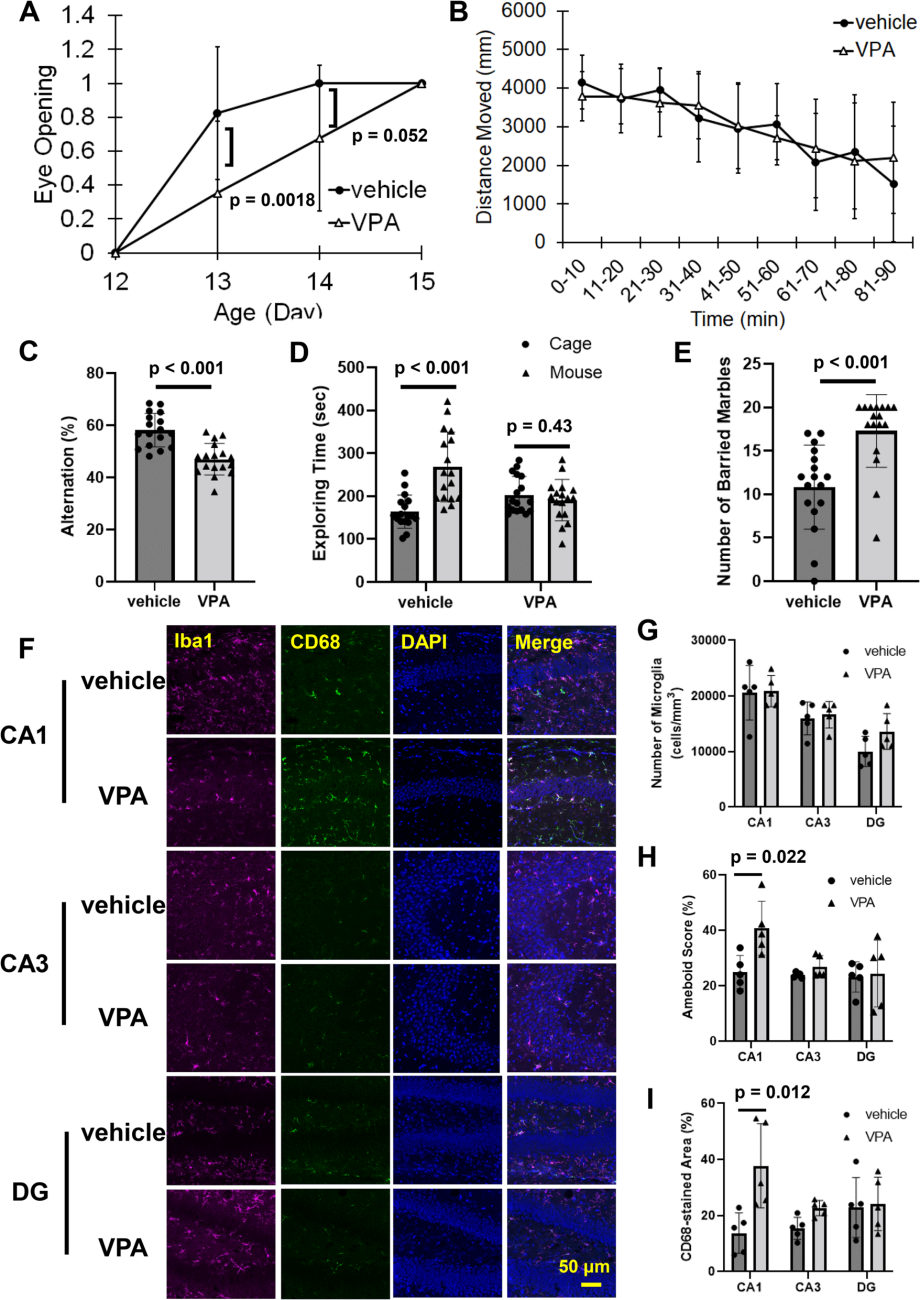
Microglial activation during development and post-developmental behavioral disorders induced by prenatal exposure to VPA. VPA (800 mg/kg) was orally administered on E11.5. **A** Eye opening was sequentially observed and scored as 0.5 for one eye open and 1 for both eyes open. The values are presented as the mean ± S.D. (*n* = 17 male pups from 3 dams in each group). The data were analyzed using two-way ANOVA [*F*(1, 64) = 0.7067, *p* = 0.4037] with Tukey's corrected multiple comparison tests. **B** Locomotor activity evaluated by the open field test at the age of 6 weeks. The values are presented as the mean ± S.D. (*n* = 17 male pups from 3 dams in each group). The data were analyzed using two-way ANOVA [*F*(8, 288) = 1.012, *p* = 0.4273] with Tukey's corrected multiple comparison tests. **C**–**E** The number of alternations, exploration time and the number of buried marbles were measured in the *Y*-maze, social affiliation and marble burying tests, respectively. The values are presented as the mean ± S.D. (*n* = 17 male pups from 3 dams in each group). The data were analyzed using Student's *t* test. **F**–**I** Hippocampal slices were prepared from P10 mice and stained for Iba1, CD68 and DAPI. **F** Representative stained pictures. **G** The number of microglia in the CA1, CA3 and DG regions. **H** The amoeboid score was calculated from Iba1 staining images. **I** The CD68-stained area was determined by calculating the Iba1/CD68 staining images. The values are presented as the mean ± S.D. (*n* = 5 male pups from 2 dams in each group). The data were analyzed using Student's *t* test

**Fig. 3:**
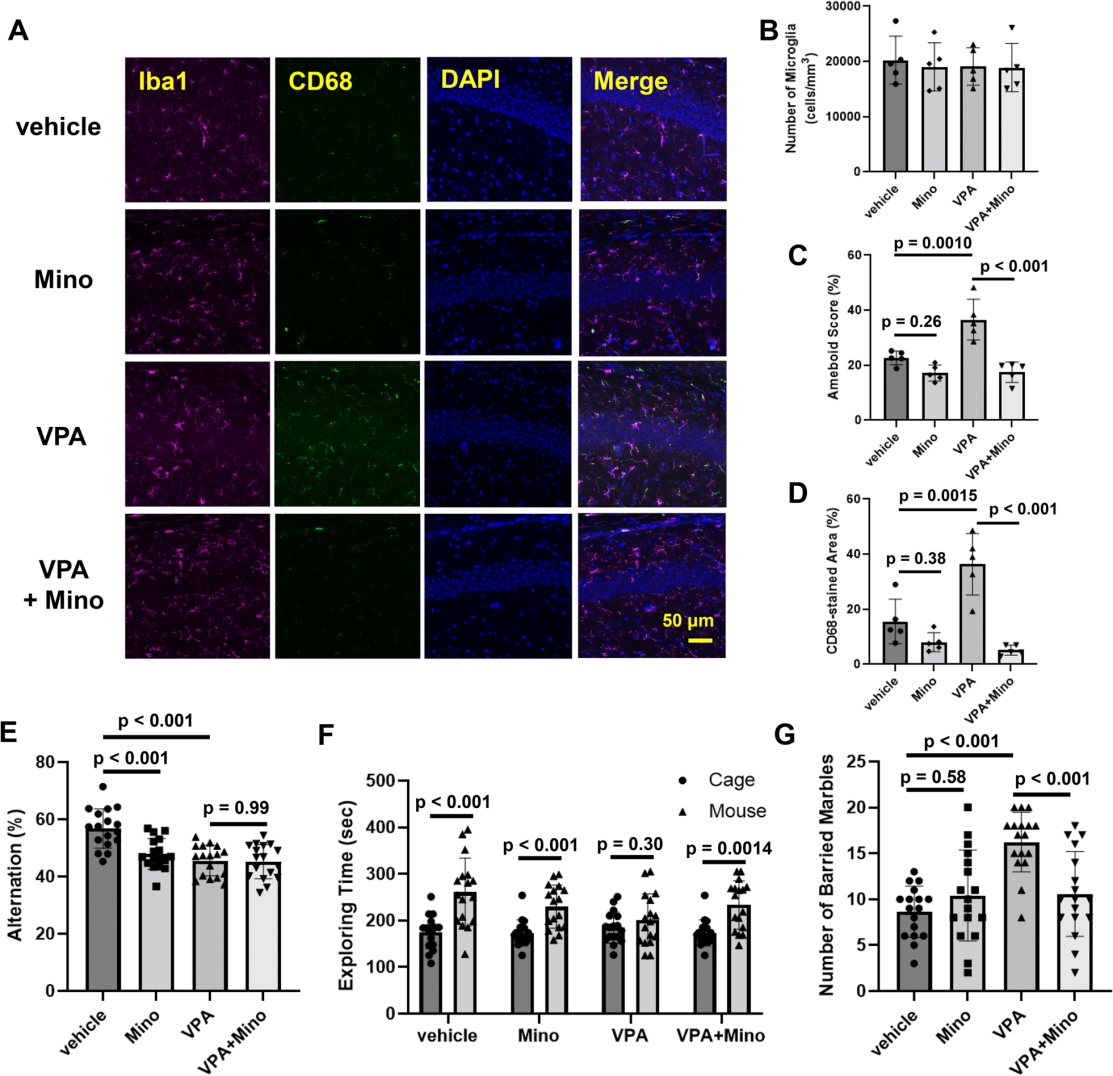
Involvement of activated microglia in VPA-mediated induction of behavioral disorders. VPA (800 mg/kg) was orally administered on E11.5. Minocycline (100 mg/kg) was administered to dams by drinking water from P1 to P21. **A**–**D** Hippocampal slices obtained from P10 mice were stained with Iba1 and CD68 and observed by confocal microscopy. **A** Representative stained pictures. **B** The number of microglia. **C** Amoeboid scores and **D** the CD68-stained area. The values are presented as the mean ± S.D. (*n* = 5 male pups from 2 dams in each group). The data were analyzed using two-way ANOVA [**B** *F*(1, 16) = 0.07785, *p* = 0.7838, **C** *F*(1, 16) = 11.11, *p* = 0.0042, **D** *F*(1, 16) = 13.67, *p* = 0.0020] with Tukey's corrected multiple comparison tests. **E** The number of alternations in the Y-maze test. The values are presented as the mean ± S.D. (*n* = 17 male pups from 3 dams in each group). The data were analyzed using two-way ANOVA [*F*(1, 64) = 8.723, *p* = 0.0044] followed by Tukey's *t* test. **F** Social interaction, as measured by exploration time in the open field. The values are presented as the mean ± S.D. (*n* = 17 male pups from 3 dams in each group). The data were analyzed using Student's *t* test. **G** The number of buried marbles. The values are presented as the mean ± S.D. (*n* = 17 male pups from 3 dams in each group). The data were analyzed using two-way ANOVA [*F*(1, 64) = 14.55, *p* = 0.0003] followed by Tukey's *t *test

**Fig. 4:**
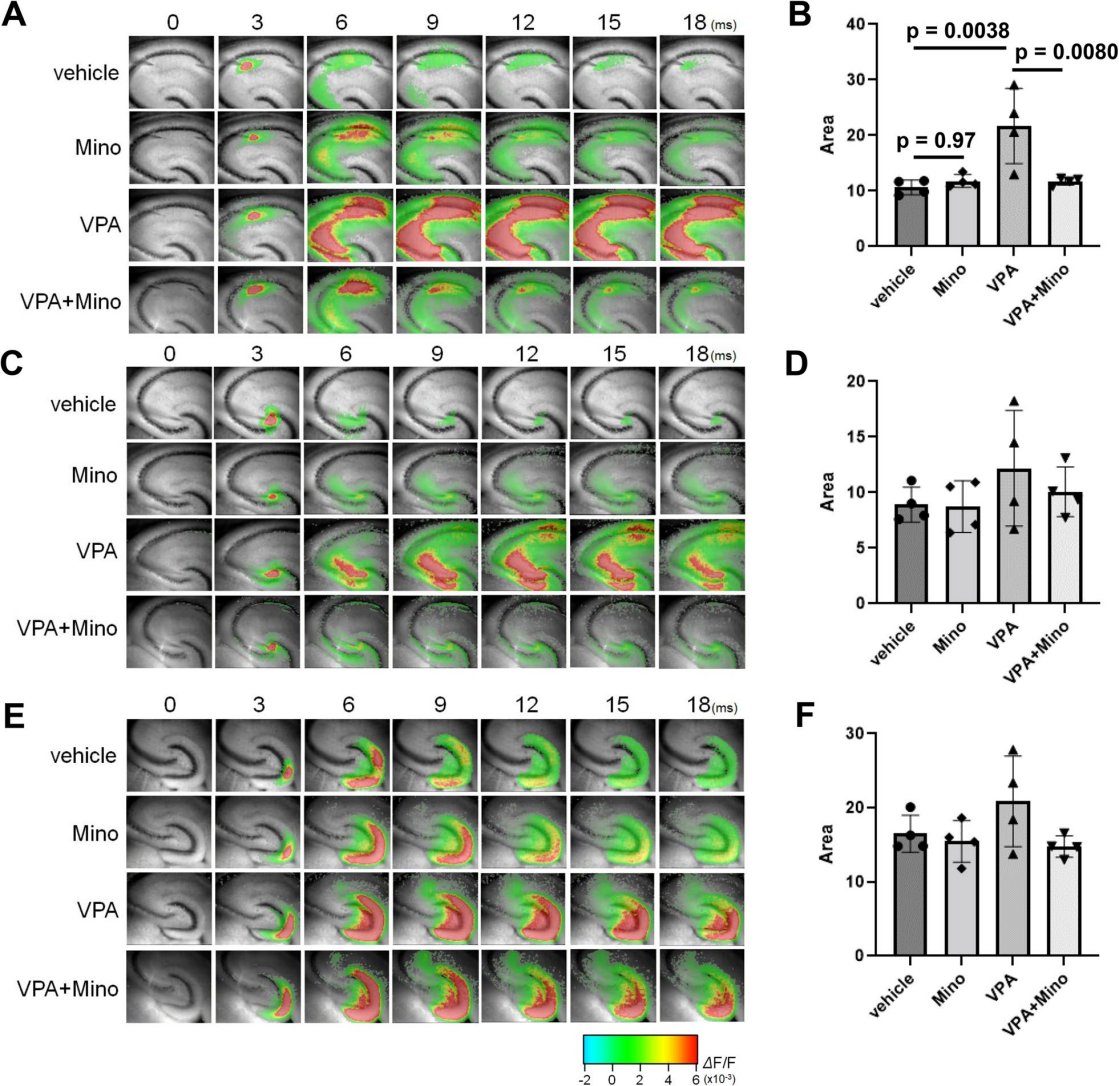
Involvement of microglia in the induction of a neuronal excitation–inhibition imbalance by VPA. Pregnant female mice received a single oral dose of 800 mg/kg sodium valproate on E11.5. Minocycline (100 mg/kg) was administered to dams by drinking water from P1 to P10. Hippocampal slices were prepared from 10-day-old male pups, and then electrical stimulation was applied to Schaffer collateral afferents at the CA3/CA1 border in the CA1 region (**A**, **B**), the granule cell layer to stimulate the mossy fiber pathway (**C**, **D**), and the molecular layer of the upper blade of the DG (**E**, **F**) in hippocampal slices from P10 mice. **A**, **C**, **E** Representative pseudocolored images showing activity. **B**, **D**, **F** Quantification of the neural response in the slices. The values are presented as the mean ± S.D. (*n* = 4 male pups from 2 dams in each group). The values are presented as the mean ± S.D. (*n* = 5 male pups from 2 dams in each group). The data were analyzed using two-way ANOVA [**B** *F*(1, 12) = 10.04, *p* = 0.0081, **D** *F*(1, 12) = 5.021, *p* = 0.0447, **F** *F*(1, 12) = 1.910, *p* = 0.1921] with Tukey's corrected multiple comparison tests

## Results

### Activation of microglia by prenatal VPA exposure was involved in neural circuit dysfunction and post-developmental behavioral disorders

Pregnant mice were orally administered VPA on embryonic day 11.5 (E11.5) (the protocol is shown in Fig. 1), and the VPA concentration in the maternal serum increased to approximately 73 μg/mL, which is almost equivalent to the therapeutic range in humans (from 50 to 100 μg/mL), 3 h after treatment (Additional file 1: Fig. S1). VPA was detected in the fetal brain 3 h but not 24 h after administration (Additional file 1: Fig. S1), indicating that VPA could be transiently translocated into the fetal brain and then excreted immediately. Neural development, as evaluated by eye opening, was delayed in VPA-treated mice (Fig. 2A). Although fetal VPA exposure did not affect exploratory behavior or locomotor activity (Fig. 2B), VPA decreased the alternation, which is an index of spatial working memory defects, and decreased the amount of time spent exploring around mice, indicating abnormal social affiliation (Fig. 2C and D). VPA-treated mice also showed an increase in the number of buried marbles (Fig. 2E), suggesting that prenatal VPA exposure elicited repetitive behaviors. The number of microglia in the hippocampal CA1, CA3 and DG regions was similar between postnatal day 10 (P10) vehicle-treated mice and VPA-treated mice (Fig. 2F and G). However, the microglial soma area was significantly increased in the CA1 region by prenatal VPA exposure, and CD68 protein levels were also increased in VPA-treated mice (Fig. 2F, H and I). Flow cytometry showed that peripheral macrophages did not invade the hippocampus in P10 VPA-treated mice (data not shown). Prenatal VPA exposure showed no change in the expression of glial fibrillary acidic protein (GFPA) and S100β in the hippocampus of P10 mice, suggesting that VPA does not affect astrocytic activity (Additional file 1: Fig. S2). Thus, these data clearly showed that prenatal exposure to VPA can activate microglia in the hippocampal CA1 region during the early postnatal periods.

There was no change in microglial number, soma size or CD68 expression in the hippocampal CA1 region of VPA-treated mice at the age of 6 weeks (Additional file 1: Fig. S3A–D). However, when basal neuronal responses upon electrical stimulation were measured, prenatal VPA treatment significantly increased excitatory activity in the hippocampal CA1 region at 6 weeks of age (Additional file 1: Fig. S3E and F). Therefore, these changes in excitation/inhibition balance in the hippocampus might contribute to abnormal behavior elicited by VPA treatment.

Minocycline (7-dimethylamino-6-dimethyl-6-deoxytetracycline), a second-generation semisynthetic tetracycline analog, is widely used to prevent the activation of microglia [41]. When minocycline was administered from P1 to P10 via lactation, the minocycline concentrations in the maternal serum and the hippocampi of the pups at P10 were 1.20 ± 0.10 μg/mL and 0.56 ± 0.05 μg/g tissue, respectively, indicating that minocycline was accumulated in the pup brain when administered via lactation. Iba1/CD68 staining showed that microglial activation, such as soma enlargement and increased CD68 expression in the CA1 region, induced by VPA was largely suppressed by minocycline administration (Fig. 3A–D). Importantly, behavioral disorders induced by VPA, such as defects in social affiliation and repetitive behaviors, were also alleviated by minocycline treatment via lactation from P1 to P21 (Fig. 3F and G). Unfortunately, since treatment with minocycline alone exacerbated special working memory (Fig. 3E), we could not evaluate the effects of activated microglia on special working memory. Minocycline has been reported to have multiple functions in the brain, including the action into the endocannabinoid system and the inhibition of dopamine release [42, 43]. In addition, our unpublished data showed that hippocampal levels of brain-derived neurotrophic factor were largely decreased by minocycline treatment according to our experimental protocol described here (data not shown). Therefore, these actions of minocycline in addition to microglial suppression might be involved in the deterioration of special working memory.

Basal neuronal responses in the three major synaptic connections in the hippocampus (CA3-CA1, Schaffer collateral afferent; DG-CA3, mossy fibers; EC-DG, perforant pathway) were measured upon electrical stimulation, and it was found that prenatal VPA exposure significantly increased excitatory activity, especially upon stimulation of Schaffer collaterals, in P10 mice and that this excitation–inhibition imbalance was clearly suppressed by minocycline treatment (Fig. 4A, B). VPA treatment tended to elicit an excitation–inhibition imbalance upon mossy and perforant stimulation, but the effect was not significant (Fig. 4C–F). Taken together, these results indicate that microglial activation during development elicited by fetal VPA exposure can cause neural circuit dysfunction and behavioral disorders after development. As shown in Additional file 1: Fig. S2E and F, excitation–inhibition imbalance in the CA1 region of VPA-treated mice remained until the age of 6 weeks, when behavioral abnormalities were detected. Therefore, overexcitation in the hippocampus during the developmental stage might cause abnormal post-growth behaviors.

### CCL3 expression was upregulated in microglia during development in an epigenetic-dependent manner

VPA inhibits histone deacetylase in addition to GABA transaminase [44]. Therefore, gene expression in the hippocampi of P5 vehicle- and VPA-treated mice was analyzed by CAGE-seq. 

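CAGE-seq captures the 5′ ends of capped RNAs, so that each tag marks a place where transcription started, and the tags of a gene are counted as its expression. Hippocampal RNA of P5 ICR pups was compared between pups whose dams had received vehicle and pups whose dams had received 800 mg/kg VPA on E11.5. According to the methods, RNA of 5 male pups from 2 dams was used in each group, and the sample labels list 1 library per group. The paper names the ReliaPrep system for the RNA of this experiment, while the labels name the High Pure kit that the paper gives for its qPCR. The authors discarded ribosomal RNA, mapped the tags to the mm9 genome with BWA and deposited a table of their comparison, for which the submitters' processing notes name DESeq2 1.20.0. For each of 15295 gene rows the authors' deposited table gives the mean normalized count over both libraries, the log2 fold change of VPA over vehicle, its standard error, a score and p values. The counting of tags per gene and the use of strand are not given in the sources used here.
The tags of each library were recovered from the mean and the fold change, since both libraries' counts are multiples of what 1 tag is worth, 0.902 normalized counts for vehicle and 1.11 for VPA. Of the rows with 1 to 99 tags in both libraries, 3076 of 3076 came out whole within 0.1 tag in each. The tags in genes summed to 21646294 for vehicle and 17739865 for VPA, while the paper states over 20 M mapped reads for each sample. The values given for single genes rest on these tags in genes. Since the VPA library is shallower, equal expression gives fewer tags there, and log2 ratios and normalized counts take this into account. With 1 library per group there is no replicate check, and the differences are between these 2 libraries. Intervals are exact binomial 95% intervals of the share of tags and cover counting error only. A gene without tags in 1 library was set against a floor of 3 tags in that library. Gene lists were compared with 10000 random lists of the same size and matched expression among genes with a mean normalized count of at least 10, which describes these libraries and is not a test of the treatment. Coordinates are those of the GENCODE M1 annotation of mm9.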

Genes that were upregulated 4 times or downregulated 4 times in the VPA-treated group compared with the vehicle-treated group and with p values lower than 0.1 were extracted, and genes reportedly expressed in the brain were selected (Additional file 1: Table S3). 

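In the authors' deposited table, 26 of the 15295 gene rows were at least 4-fold apart with an unadjusted p under 0.1, of which 9 were higher and 17 lower in the VPA library (6 and 3 among those with a mean normalized count of at least 50). Among the 7 genes of Table S3, Lgals7, Wfdc2, Lbp and Tlr13 were lower in the VPA library. Lgals7, which encodes the lectin galectin-7, had 43 tags in vehicle and 4 in VPA, and Wfdc2, a whey acidic protein family member, had 57 and 10. Lbp, which encodes the lipopolysaccharide-binding protein, had 33 and 3 tags, and Tlr13, an endosomal receptor of bacterial ribosomal RNA, had 19 and 1. Cntfr, the ciliary neurotrophic factor receptor, had no tag in vehicle and 580 in VPA, which is at least 238-fold higher against the floor of 3 tags (lower end of the counting interval of the log2 ratio 7.59), and its first 100 bases have 3 further matches in the genome. Fgfr1, a fibroblast growth factor receptor on chromosome 8 from 26624126 to 26686186, had 1529 tags in vehicle and 1374 in VPA, a log2 ratio of 0.14 with an interval from 0.04 to 0.25. Table S3 gives it −9.2, which is instead the rounded value of Fgfr1op (−9.17), a different gene on chromosome 17.

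**Figure D1:**
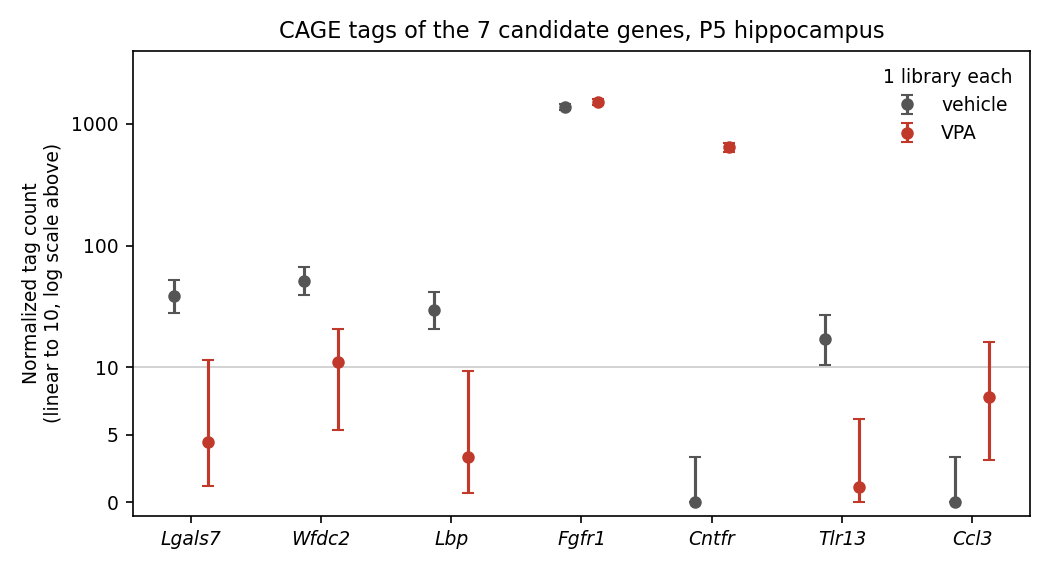
Normalized tag counts (y axis, linear up to 10 and logarithmic above) of the 7 genes of Table S3 (x axis) in the vehicle library (gray) and the VPA library (red), 1 library each. Bars are exact Poisson 95% intervals and cover counting error only. Lgals7, Wfdc2, Lbp and Tlr13 lie lower in VPA, Cntfr and Ccl3 have no tag in vehicle, and Fgfr1 is at 1379 and 1524.

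The log2 ratios of the 4 lower genes were −3.13 for Lgals7, with an interval from −5.07 to −1.67, −2.21 for Wfdc2, from −3.35 to −1.23, −3.16 for Lbp, from −5.51 to −1.49, and −3.95 for Tlr13, from −9.33 to −1.30. Their unadjusted p values in the authors' deposited table were 0.027 for Lgals7, 0.042 for Wfdc2, 0.044 for Lbp and 0.078 for Tlr13, and that of Cntfr was 0.078. Lgals7 lies on chromosome 7 from 29648872 to 29651303, Wfdc2 on chromosome 2 from 164387913 to 164394010, Lbp on chromosome 2 from 158132229 to 158158588, Tlr13 on chromosome X from 103338543 to 103355832 and Cntfr on chromosome 4 from 41604529 to 41644121.
Other rows past these thresholds included Sostdc1, a secreted antagonist of BMP and Wnt signaling, with 73 tags in vehicle and 10 in VPA, and Xist, the RNA that coats the inactive X chromosome, with 10 and 1799. The Y-linked genes Kdm5d, Uty, Ddx3y and Eif2s3y had together 2339 and 1057 tags, a log2 ratio of −0.85 with an interval from −0.95 to −0.74. Both groups are described as male pups. If the pools differ in sex, that difference cannot be told apart from VPA in any comparison of these libraries.
Of the gene lists fixed before the data were examined, the choroid plexus list stood farthest from the random lists. All 12 measured members were lower in VPA, 10 of them by at least 2-fold, and the median log2 fold change of −2.44 lay below that of every random list. Ttr, which encodes the thyroid hormone carrier transthyretin, had 40984 tags in vehicle and 3674 in VPA, Folr1, a folate receptor, had 386 and 36, and Kcne2, a potassium channel subunit, had 94 and 4. The 12 measured genes of meninges and fibroblasts had a median of −0.47, at percentile 0 of the random lists, and the 7 of ependyma had −0.53, at percentile 0.11. Border macrophage genes, such as the mannose receptor gene Mrc1 with 124 and 76 tags, had a median of −0.41, at percentile 0.83, and astrocyte genes had a median of −0.16, at percentile 0.16. With the mean in place of the median, the ependyma (percentile 3.46), border macrophage (6.39) and astrocyte (2.7) lists lay inside the central 95%. The intervals of the ependyma median (−0.64 to 0.17) and the astrocyte median (−0.35 to 0.10) include 0. Red blood cell genes, of which 4 were measured, had a median of −0.74, at percentile 0.29, with a wide interval from −1.72 to 0.23. GABA neuron and GABA signaling genes had a median of 0.13, at percentile 99.28. The medians of the oligodendrocyte lineage list (−0.12) and the excitatory neuron and glutamate receptor list (0.02) lay within the central 95% of the random lists. So did that of the neural progenitor and newborn neuron list (−0.01), while its mean of −0.34 lay outside, at percentile 1.06.

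**Figure D2:**
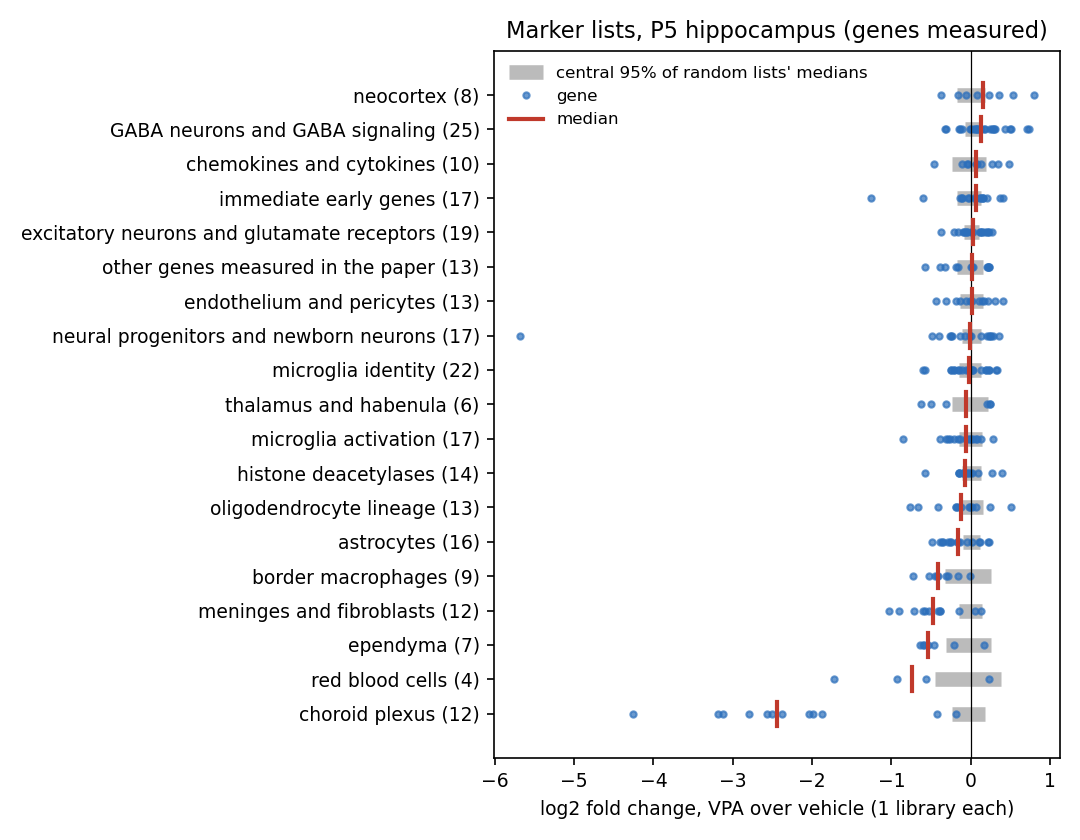
Log2 fold change of VPA over vehicle (x axis) of each measured gene (blue points) in 19 gene lists (y axis, with the number of genes measured), with the median of each list (red line) and the central 95% of the medians of matched random lists (gray bar). The choroid plexus list has its median at −2.44 and the GABA neuron and GABA signaling list at 0.13.

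No row had an adjusted p under 0.1 in the authors' deposited table, in which the adjusted p is 1 throughout. Without replicates, the spread between animals does not enter any of these values. From the rows past the thresholds, the paper selected genes reported to be expressed in the brain for measurement by real-time PCR.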

The expression of the 7 selected genes (*lgals7*, *wfdc2*, *lbp*, *fgfr1*, *cntfr*, *tlr13* and *ccl3*) was confirmed by real-time PCR. CCL3 mRNA levels showed significant increases in the hippocampi of VPA-treated mice compared with those of vehicle-treated mice (Fig. 5); thus, we focused on the role of CCL3 in prenatal VPA exposure-induced developmental defects.

**Fig. 5:**
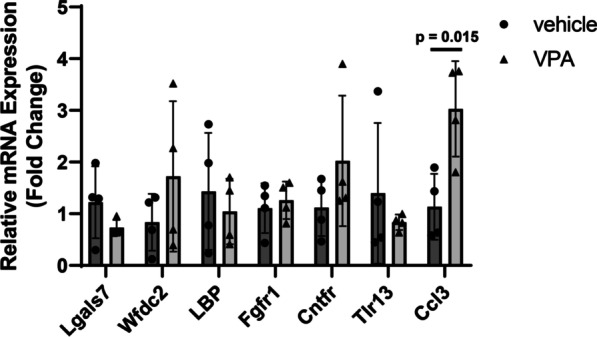
Confirmation of candidate gene expression by qPCR. VPA (800 mg/kg) was orally administered on E11.5. The hippocampus was isolated from male P10 pups, total RNA was extracted, and qPCR was performed. The values are presented as the mean ± S.D. (*n* = 4 male pups from 2 dams in each group). The data were analyzed using Student's *t* test

The increase in CCL3 mRNA expression in the hippocampus of P10 mice induced by prenatal VPA treatment was significantly suppressed by minocycline administration, and the increase in CCL3 protein expression induced by VPA was also attenuated by minocycline (Fig. 6A and B). Next, CD11b-positive cells, mainly microglia in the brain, were immunoprecipitated from the P10 hippocampi, and CCL3 protein expression was evaluated by western blotting. CCL3 expression in CD11b-positive cells was significantly increased by prenatal VPA exposure (Fig. 6C and D), suggesting that CCL3 expression is upregulated in hippocampal microglia at least after birth. CCL3 mRNA levels in the cortex and amygdala were not affected by VPA (Fig. 6E). No change in the expression of CCR1 and CCR5, which are receptors for CCL3, was observed between vehicle- and VPA-treated mice (Fig. 6F). In addition, CCL3 expression was not increased in the hippocampi of P1 mice (Fig. 6G).

**Fig. 6:**
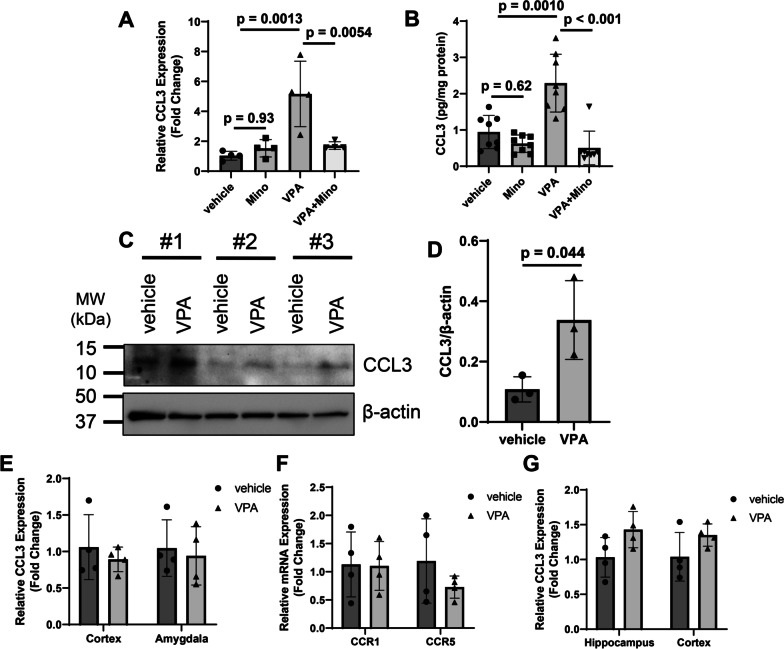
CCL3 expression upregulation in microglia during development induced by prenatal VPA exposure. VPA (800 mg/kg) was orally administered on E11.5. Minocycline (100 mg/kg) was administered to dams by drinking water from P1 to P10. **A** Total RNA was extracted from the hippocampus, and CCL3 mRNA levels were determined by qPCR. The values are presented as the mean ± S.D. (*n* = 4 male pups from 2 dams in each group). The data were analyzed using two-way ANOVA [*F*(1, 12) = 11.82, *p* = 0.0049] followed by Tukey's *t* test. **B** CCL3 protein expression in the hippocampus was measured by ELISA. The values are presented as the mean ± S.D. (*n* = 8 male pups from 2 dams in each group). The data were analyzed using two-way ANOVA [*F*(1, 28) = 15.46, *p* = 0.0005] followed by Tukey's *t* test. **C**, **D** CD11b-positive cells were isolated from the hippocampi of male P10 mice, and then CCL3 levels were measured by western blotting. Representative images are shown in panel **C**, and the results of quantitative analysis of the bands are presented in panel **D**. Hippocampi collected from 5 male pups were used to isolate CD11b-positive cells. Three independent experiments were performed with 5 litters (15 male vehicle pups from 3 dams and 15 male VPA pups from 3 dams were used for this experiment). The values are presented as the mean ± S.D. The data were analyzed using Student's *t* test. **E** CCL3 mRNA expression in the cortex and amygdala in P10 mice was evaluated by qPCR. **F** CCR1 and CCR5 mRNA levels in the hippocampi of P10 mice were measured. **G** CCL3 mRNA expression was measured in the P1 mouse brain. The values are presented as the mean ± S.D. The data were analyzed using Student's *t* test

The maternal inflammatory state can influence neonates through a process known as maternal immune activation (MIA) [45]; however, VPA administration did not cause an increase in the serum levels of proinflammatory cytokines such as IL-1β and IL-6 (Additional file 1: Fig. S4). Therefore, MIA is unlikely to contribute to developmental microglial activation in this VPA exposure model. CCL3 was reported to be upregulated epigenetically in macrophages, and the upstream region of the CCL3 gene has a fundamental role in the upregulation [46]. Thus, to identify the mechanism by which CCL3 expression is upregulated in the hippocampus by VPA treatment, chromatin immunoprecipitation (ChIP) was performed. DNA was extracted from CD11b-positive cells in the hippocampus and precipitated with anti-histone H3 and H4 antibodies and anti-acetyl-histone H3 and H4 antibodies. Real-time PCR was performed using a primer designed upstream of the CCL3 gene, according to the report by Kiguchi et al. [46]. More of the upstream region of the CCL3 gene was detected in precipitated DNA with anti-acetyl-histone H3 prepared from VPA-treated mice than vehicle-treated mice (Additional file 1: Fig. S5A), suggesting that histone H3 upstream of the CCL3 gene can be acetylated in the hippocampal microglia of VPA-treated mice. Western blotting confirmed that histone H3 acetylation in the hippocampus increased in the VPA-treated group compared with the vehicle-treated group (Additional file 1: Fig. S5B and C). Taken together, these results suggest that CCL3 expression may be upregulated via an epigenetic mechanism that includes histone H3 hyperacetylation, at least in part.

### Antagonism of CCR5 after birth suppressed neural circuit dysfunction and behavioral disorders induced by prenatal VPA exposure

CCR1 and CCR5 are the main receptors for CCL3. Among these, CCR5 is known to be largely distributed in the brains of several species, including humans and mice [47]. Thus, we attempted to alleviate neural circuit dysfunction and abnormal behaviors induced by fetal VPA exposure with a CCR5 antagonist, maraviroc (UK-427857). When maraviroc was administered via lactation from P1 to P10, the maraviroc concentrations in the maternal serum and hippocampi of the pups were 92.7 ± 10.0 ng/mL and 331 ± 53 ng/g tissue, respectively, indicating that maraviroc was able to enter the brains of the pups. Maraviroc did not affect microglial activity in the hippocampus of mice prenatally exposed to VPA (data not shown). Maraviroc clearly suppressed the increase in excitability induced by prenatal VPA exposure in the hippocampal CA1 region of P10 mice (Fig. 7A–D). Maraviroc administration also suppressed VPA-induced post-developmental defects in spatial working memory and social affiliation and repetitive behaviors (Fig. 7E–G). Therefore, maraviroc can recover post-developmental behavioral disorders by alleviating the excitation–inhibition imbalance during development elicited by prenatal VPA treatment.

**Fig. 7:**
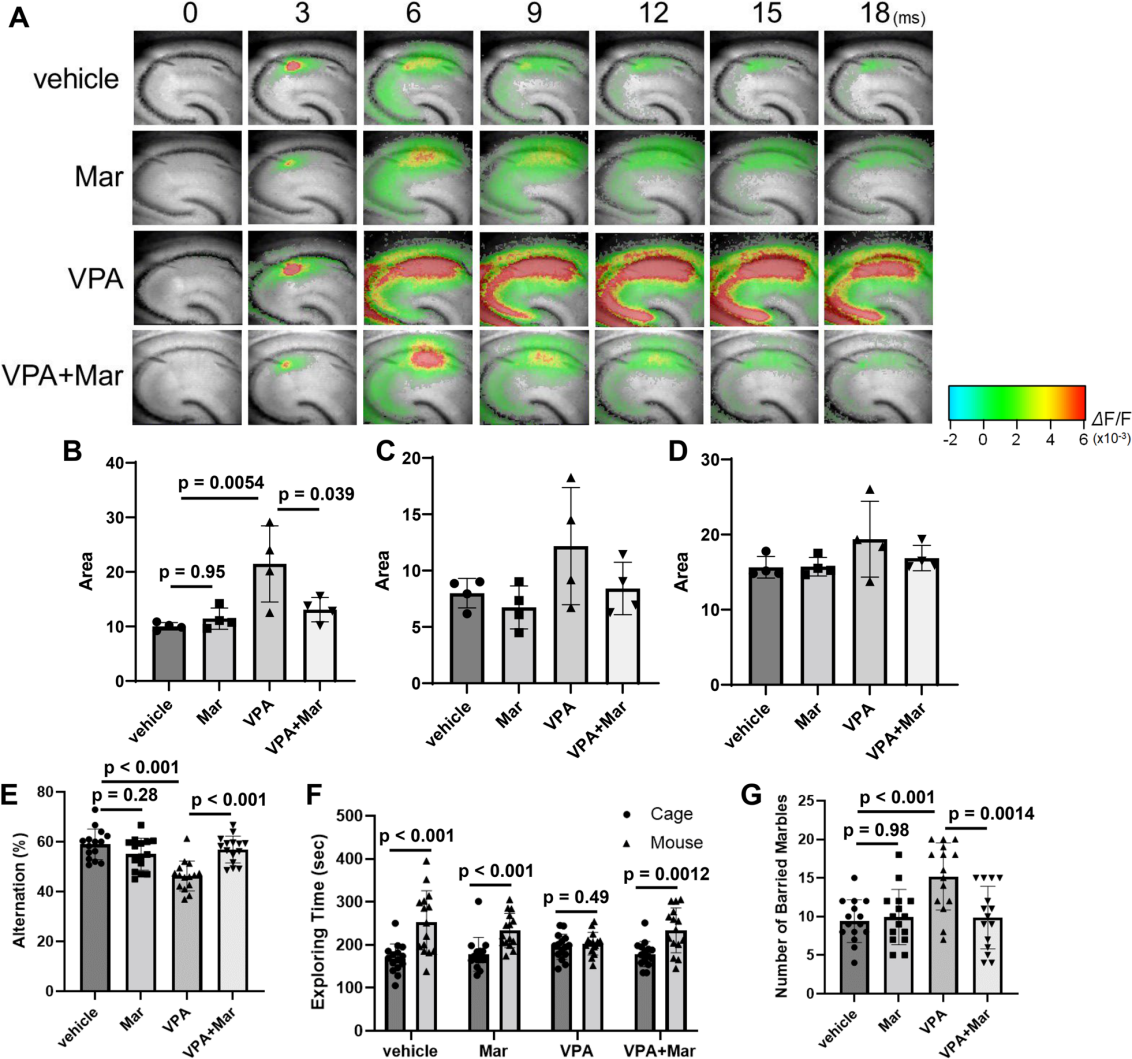
Suppression of VPA-induced excessive neuronal activity and behavioral disorders by postnatal maraviroc treatment. VPA (800 mg/kg) was orally administered on E11.5. Maraviroc (80 mg/kg) was administered to dams by drinking water from P1 to P21. **A**–**D** Electrical stimulation was applied to Schaffer collateral afferents, the mossy fiber pathway and the molecular layer in hippocampal slices from P10 mice. **A** Representative images showing activity in the CA1 region. **B**–**D** Quantification of the neural response after stimulation of Schaffer collateral afferents (**B**), the mossy fiber pathway (**C**) and the molecular layer (**D**). The values are presented as the mean ± S.D. (*n* = 4 male pups from 2 dams in each group). The data were analyzed using two-way ANOVA [**B** *F*(1, 12) = 6.602, *p* = 0.0246, **C** *F*(1, 12) = 0.6564, *p* = 0.4336, **D** *F*(1, 12) = 0.8452, *p* = 0.3760] with Tukey's corrected multiple comparison tests. **E** The number of alternations in the Y-maze test. The values are presented as the mean ± S.D. (*n* = 15 male pups from 3 dams in each group). The data were analyzed using two-way ANOVA [*F*(1, 56) = 22.8, *p* < 0.0001] with Tukey's corrected multiple comparison tests. **F** Social interaction, as measured by exploration time in the open field. The values are presented as the mean ± S.D. (*n* = 15 male pups from 3 dams in each group). The data were analyzed using Student's *t* test. **G** The number of buried marbles. The values are presented as the mean ± S.D. (*n* = 15 male pups from 3 dams in each group). The data were analyzed using two-way ANOVA [*F*(1, 56) = 9.235, *p* = 0.0036] with Tukey's corrected multiple comparison tests

Several VPA administration protocols are used to study prenatal VPA-induced developmental disorders [8, 18]. Thus, CCL3 expression in the hippocampus was assessed after VPA administration rather than at the dose of 800 mg/kg VPA orally on E11.5. Three applications of 300 mg/kg VPA orally at E12.5, 13.5 and 14.5 to dams significantly increased hippocampal CCL3 levels at P10 (Fig. 8A). Intraperitoneal treatment with 500 mg/kg VPA at E12.5 in dams also increased CCL3 expression (Fig. 8A). Therefore, CCL3 upregulation in the developing hippocampus is considered one of the general mechanisms by which prenatal exposure to VPA induces post-developmental behavioral disorders.

**Fig. 8:**
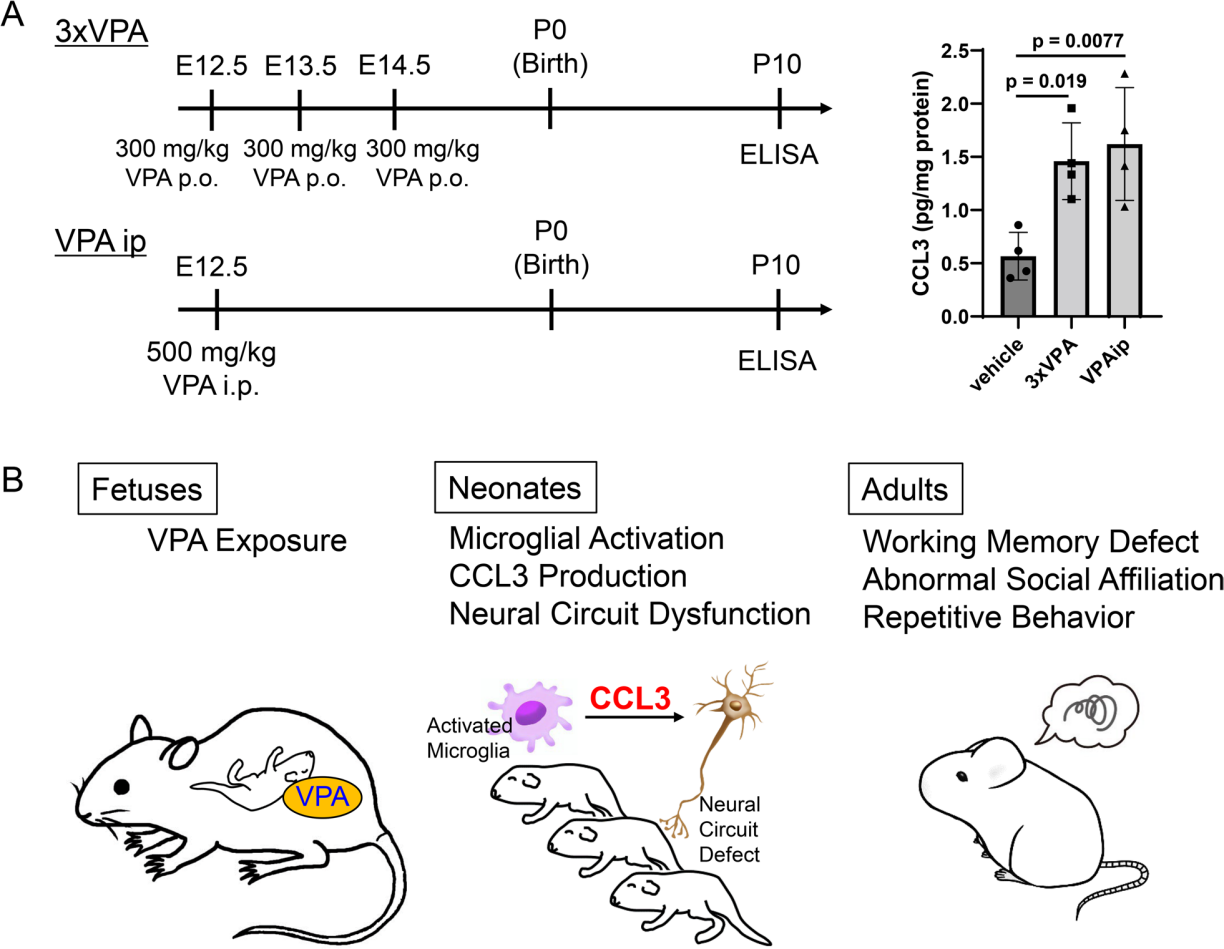
The putative mechanism by which prenatal VPA exposure elicits post-developmental behavioral disorders. **A** CCL3 expression upregulation in the hippocampus during development elicited by several VPA administration protocols. VPA (300 mg/kg) was orally administered three times, i.e., at E12.5, E13.5 and E14.5 (3xVPA), or VPA (500 mg/kg) was intraperitoneally administered at E12.5 (VPAip). CCL3 protein expression in the hippocampi of P10 mice was determined by ELISA. The values are presented as the mean ± S.D. (*n* = 4 male pups from 4 dams in each group). The data were analyzed using one-way ANOVA [*F*(2, 9) = 8.387, *p* = 0.0088] with Dunnett's corrected multiple comparison test. **B** Schematic showing the action of CCL3 in mice with fetal VPA exposure

## Discussion

Several reports have shown that microglia are activated by fetal VPA exposure, although the characteristics of microglial activation are different [14–16]. Our results showed that microglial morphology was altered, soma enlargement was observed and microglial CD68 expression increased in the hippocampal CA1 region upon prenatal exposure to VPA, clearly indicating microglial activation after birth induced by prenatal VPA treatment. VPA was detected in the fetal brain 3 h after administration but not 24 h after treatment. Therefore, certain changes in the fetal brain induced by VPA affect microglia in the developmental stage. VPA can act on GABA transmission but is also known to be a potent HDAC inhibitor [44]. Generally, HDAC inhibitors exert neuroprotective effects [48]. In microglia, HDAC inhibitors have been reported to affect gene expression to alter the microglial phenotype toward protective M2 via the GSK3β/PTEN/Akt pathway [49]. In this study, hyperacetylation of histone H3 was detected in microglia of VPA-treated mice in the early postnatal periods. Therefore, epigenetic changes might be induced due to the inhibition of HDAC activity in VPA-treated mice. Because microglia are derived from yolk sac macrophages and enter the brain on E9.5–E10.5 [50], it is possible that fetal microglia are directly affected by VPA. However, considering that CCL3 expression showed no change at P1 but increased at P10, changes in the fetal period are not persistent just after birth. 

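In the P5 hippocampus, Ccl3 had no tag in the vehicle library and 7 tags in the VPA library. Ccl3, which encodes the chemokine MIP-1α, lies on the minus strand of chromosome 11 from 83461346 to 83462857 in mm9. Against a floor of 3 tags in the vehicle library, its 7 tags are at least 2.87-fold higher, and the counting interval, which also covers the error of the 7 tags, reaches down to a log2 ratio of 0.83. In the authors' deposited table the log2 fold change is 5.55 with a standard error of 3.30, an unadjusted p of 0.093 and an adjusted p of 1. Of the 38 gene rows with 7 tags over both libraries, 3 had all of them in 1 library, where counting error alone gives 0.718. Ccl3 is 1 of these 3 and the only row with all of them in VPA, where counting error alone gives 0.143.
Ccl4, the neighboring gene that encodes MIP-1β, had 11 tags in vehicle and 6 in VPA, and the interval of its log2 ratio runs from −2.29 to 0.98. Among all gene rows with a mean normalized count of at least 10, 97.9% lay within 2-fold, so that a short list seldom holds a gene beyond it. The 10 chemokine and cytokine genes with a mean normalized count of at least 10 had a median log2 fold change of 0.07, at percentile 80.39 of the random lists, and none of them differed by 2-fold. Ccl3 and Ccl4 fall under this expression filter, and without it the median was −0.03, at percentile 53.8. In normalized counts, Ccl6 was at 45.1 in vehicle and 47.7 in VPA, Ccl9 at 39.7 and 38.8, Ccl12 at 19.8 and 27.7, and Cx3cl1, the neuronal ligand of the microglial receptor CX3CR1, at 2387 and 3038. The 22 measured genes of microglia identity had a median of −0.03, at percentile 43.36 and none of them differed by 2-fold. Cx3cr1 was at 177 normalized counts in vehicle and 202 in VPA, Csf1r, the receptor on which microglial survival depends, at 557 and 563, and Hexb at 2194 and 2143, while Aif1, which encodes the marker Iba1, was at 330 and 221 (log2 ratio −0.58, interval −0.84 to −0.33) and Ctss, a lysosomal protease, at 186 and 122 (−0.61, −0.95 to −0.27). The 17 measured genes of microglial activation had a median of −0.06, at percentile 21.49, and without the filter −0.19 at percentile 3.03. The filter leaves out among others Itgax (6 tags in vehicle, none in VPA) and Clec7a (5 and none), and also Ccl3, a member that goes the other way (0 and 7). Cd68, a lysosomal protein of phagocytes, was at 79.4 and 81.0 normalized counts, and Apoe at 65168 and 53560.
With 1 library per group, the difference in Ccl3 has no replicate check.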

Namely, alteration of gene expression can occur in the early postnatal period from P1 to P5 when CCL3 upregulation was detected by CAGE-seq. Further study is needed to uncover how fetal VPA exposure changes the gene expression of microglia after birth.

When microglial activation was suppressed by minocycline, neural circuit and behavioral dysfunctions were largely alleviated. Thus, microglial activation during development can cause the formation of abnormal neural circuits and several post-developmental behavioral disorders. This is supported by evidence that microglial activation is observed in patients with autism [51] and attention-deficit/hyperactivity disorder [52]. Microglia actively engulf synapses as well as spines and thus play a major role in synaptic pruning during postnatal development to contribute to the maturation of neural circuits [53]. In addition, pruning of excess synapses by microglia mediates synapse loss in Alzheimer's disease [11]. Therefore, engulfment of synapses by microglia may be involved in development and pathology; excess activation of microglia could decrease the number of synapses and spines. However, in a VPA model, an increased spine density of excitatory neurons was observed [54]. Another VPA model showed that an increase in the number of excitatory synapses was detected at P3, which persisted until P35 [55]. Therefore, the relationship between microglial activity and the number of synapses/spines is controversial, at least in prenatal VPA-treated models. Based on this background, we focused on a gene affected by prenatal exposure to VPA.

CCL3, also known as macrophage inflammatory protein-1α (MIP-1α), is a chemokine that is involved in the migration of immune cells via its specific receptors CCR1 and CCR5. We found that fetal exposure to VPA increased CCL3 expression in microglia in the developing hippocampus. CCL3 expression is upregulated in macrophages by an epigenetic mechanism after peripheral nerve injury [46]. In this study, ChIP qPCR and immunoblotting revealed that VPA exposure enhanced histone H3 acetylation and that acetylated histone H3 interacted with the CCL3 promoter/enhancer region upstream of the CCL3 transcription start site. Thus, CCL3 expression may be upregulated in microglia during development via an epigenetic mechanism. Kataoka et al. reported that histone hyperacetylation occurs after VPA administration [18], suggesting that VPA exposure upregulates CCL3 expression via an epigenetic mechanism. Importantly, administration of an antagonist of CCR5, maraviroc, clearly alleviated both neural circuit dysfunction and behavioral disorders induced by fetal exposure to VPA. Taken together, these results suggest that CCL3 derived from activated microglia during development could be involved in the development of abnormal post-developmental behaviors induced by prenatal exposure to VPA.

Marciniak et al. reported that CCL3 reduced basal synaptic transmission at Schaffer collateral–CA1 synapses without affecting NMDA receptor-mediated field potentials and concluded that CCL3 is a hippocampal neuromodulator that is able to regulate synaptic plasticity mechanisms [56]. However, our preliminary data showed that CCL3 did not affect long-term potentiation (LTP) in acute hippocampal slices from P10 mice (data not shown). The difference between the previous study and our study is unclear, but CCL3 is thought to affect processes other than synaptic transmission. We found the overexcitation in the hippocampus during the developmental stage induced by prenatal VPA administration. It is reported that fetal VPA exposure reduced the number of parvalbumin-positive inhibitory neurons, leading to neural circuit defect [57]. Microglia stimulated with CCR5 showed high migration activity [58], and microglia moved into the synaptic cleft of inhibitory synapses to suppress inhibitory synaptic transmission [59]. In addition, microglial CCR5 could induce M2 phagocytic microglia differentiation, which may elicit neuronal pyroptosis and neurological deficits [60, 61]. These may explain excitation/inhibition imbalance in the hippocampus CA1 region of VPA-exposed mice.

CCR5 expressed in neurons is reported to be involved in learning and memory [62]. CCR5 activation via its ligand CCL3 impairs performance of social recognition and passive avoidance [63, 64]. CCR5 is a seven transmembrane, G protein-coupled receptor and can activate multiple kinase signaling such as phosphoinositide-3 kinase, mitogen-activated protein kinases and protein kinase C. Among the downstream signals of CCR5, cAMP responsive element binding protein (CREB) is known to be required for a variety of complex forms of memory [65]. Compared to wild-type mice after learning, there was a significant enhancement in CREB phosphorylation in the dorsal hippocampus in *Ccr5* knockout mice after learning [64], suggesting that CCR5 is involved in CREB phosphorylation and that CCR5 impacts learning and memory via CREB signaling. In addition, stimulation of CCR5 reportedly increased Ca^2+^ concentration in neurons [66], suggesting that Ca^2+^ signaling is also involved in learning and memory. On the other hand, a role of CCR5 in astrocytes is largely unclear, although astrocytic CCR5 is reported to activate astrocytes to promote inflammatory reaction [67, 68]. In this study, however, astrocytic activation was not detected, suggesting that microglial CCL3 does not modulate astrocytic activity.

CCR1 and CCR5 are expressed at the highest levels in oligodendrocyte precursor cells (OPCs) in the embryonic spinal cord and postnatal brain, respectively [69]. Stimulation of purified rat OPCs with CCL3 leads to a decrease in the migration of OPCs without affecting proliferation [70]. Notably, the number of NG2- and O4-positive oligodendrocytes is reduced in CCR5 knockout mice with experimental autoimmune encephalomyelitis, most likely due to decreased demyelination [71]. Considering these findings, CCL3 released from microglia during development might act on OPCs and induce subsequent myelination to suppress the formation of neural circuits. The direct role of CCL3 in OPCs during development remains to be addressed.

CCL3 expression in the hippocampus has been reported to be upregulated in rodents upon exposure to propofol and toluene during development [72, 73]. Notably, the plasma CCL3 concentration in autistic children was significantly higher than that in age-matched typically developing children [74]. Maraviroc treatment has been reported to suppress hyperlocomotion induced by cocaine administration [75]. Based on these findings, modification of neural circuits by CCL3 may be one of general mechanisms underlying behavioral disorders. In addition, as shown in this study, early intervention with maraviroc during the lactation period improved developmental disorders. Recently, a microRNA, miR-21, was reported to decrease CCL3 expression [76]. Thus, microRNAs might be candidates for suppressing CCL3 signaling, which is involved in neural circuit dysfunction. Several tools, such as antagonists and microRNAs, may be useful for the treatment of developmental disorders.

## Conclusion

Prenatal VPA exposure-induced increases in CCL3 expression in microglia during development can cause neural circuit dysfunction and post-developmental behavioral disorders (Fig. 8B). Administration of the CCR5 agonist maraviroc during lactation clearly suppresses behavioral disorders induced by VPA. CCR5 antagonists might be effective in treating developmental disorders in which CCL3 is involved.

## Supplementary Information

**Additional file 1. Fig. S1** to **S5**, **Tables S1** to **S4** and related methods.

**Additional file 2. Figs. S6** to **S9** that show whole membrane images of immunoblotting.

## Data Availability

The CAGE-seq data have been deposited in the Gene Expression Omnibus (GEO) database (accession no. GSE180564). All other data supporting the conclusions of this article are included within the article and its supplemental file.

## Abbreviations

CAGE-seq: Cap analysis gene expression sequencing
CCL3: C–C motif chemokine ligand 3
ChIP: Chromatin immunoprecipitation
DG: Dentate gyrus
GABA: Gamma-aminobutyric acid
GFAP: Glial fibrillary acidic protein
IHC: Immunohistochemistry
MIA: Maternal immune activation
OPC: Oligodendrocyte precursor cell
VPA: Valproic acid
VSD: Voltage-sensitive dye

# Supplementary material for: A CCR5 antagonist, maraviroc, alleviates neural circuit dysfunction and behavioral disorders induced by prenatal valproate exposure
**Source:** J Neuroinflammation. 2022 Jul 29;19:195. doi: 10.1186/s12974-022-02559-y
**Supplement:** Supplementary file 1 — Additional file 1. Fig. S1 to S5, Tables S1 to S4 and related methods.

**Additional file 1**

*Ishihara et al.* A CCR5 antagonist, maraviroc, alleviates neural circuit dysfunction and behavioral disorders induced by prenatal valproate exposure.

**Supplemental Methods**

**VPA level determination by HPLC-UV**

Minocycline level determination was performed according to a previous report (Anal Sci 1(4):385-387, 1985). Serum samples, brain homogenates or VPA standards were mixed with an equal volume of acetonitrile using a vortex mixer. After centrifugation, 20 µL of the supernatant was injected into an ODS-3 column (3.0 × 250 mm, 4 µm) (GL Science, Tokyo, Japan), and 400:600:1 acetonitrile:water:trifluoroacetic acid was used as the mobile phase. The flow rate was 0.5 mL/min, the column temperature was 30°C, and UV detection was performed at 220 nm.

**Chromatin immunoprecipitation (ChIP)**

Microglia isolated from the hippocampus using CD11b magnetic beads (Cells 10(4):718, 2021) were fixed in 1% formaldehyde for 10 min at room temperature, and immunoprecipitation was performed with the antibodies listed in Table S1 using the Pierce Agarose ChIP Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions (Toxicol Sci 170(2):404-414, 2019). The resulting immunoprecipitates, including DNA, were analyzed by qPCR. The primers that were used are listed in Table S4. 

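The primer pair of Table S4 measures how much DNA from upstream of Ccl3 was precipitated with each antibody. Matched to the mm9 genome, ACCCAGCAAAAGTTCCAGTC lies on the minus strand and CCCAATCTTTGCACTCCAAG on the plus strand of chromosome 11, and together they bound a product of 109 bases from 83464384 to 83464492. Ccl3 is transcribed from the minus strand, and the product lies 1527 to 1635 bases upstream of the 5′ end of the annotated gene, outside the genes of the expression table. On the strand of the gene its sequence is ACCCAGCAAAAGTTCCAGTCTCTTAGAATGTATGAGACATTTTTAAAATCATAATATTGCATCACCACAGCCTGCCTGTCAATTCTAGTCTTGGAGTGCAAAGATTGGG, of which 39.5% are G or C.

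**Figure D3:**
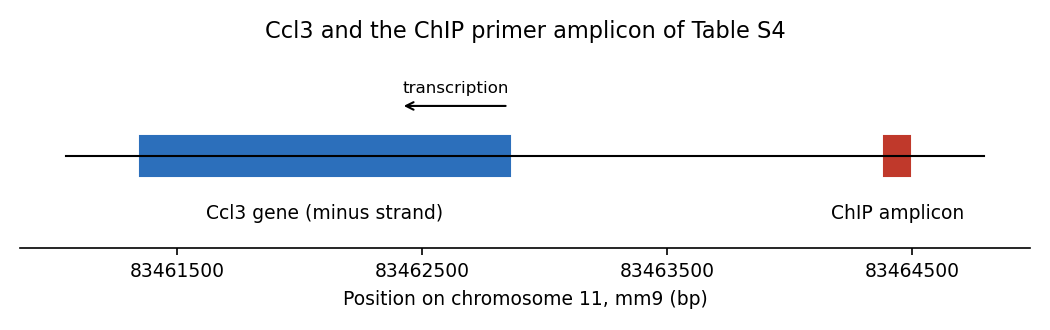
Position on chromosome 11 of mm9 in base pairs (x axis) of the annotated Ccl3 gene (blue) and of the product of the ChIP primers (red), with the direction of transcription (arrow). The product lies 1527 to 1635 bases upstream of the gene.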

The percentage input of each sample was calculated from the Ct values.

**Determination of serum cytokine concentrations**

Blood was collected from the tail vein of dams or from the inferior vena cava of male P10 pups. The serum was isolated, and then cytokine concentrations in the serum were determined with a LEGENDplex Mouse Inflammation Panel (BioLegend) using a CytoFREX S flow cytometer (Beckman Coulter K.K., Tokyo, Japan) according to the manufacturers’ instructions.

**Table S1. Antibodies used in this study**

Target Source RRID Dilution (utility)

Iba1 Wako Pure Chemical AB_839504 1/400 (IHC)

CD68 BIO-RAD AB_322219 1/400 (IHC)

CCL3 SCB AB_10614671 1/500 (WB)

β-actin SCB AB_2714189 1/5,000 (WB)

GFAP Agilent (Dako) AB_10013482 1/400 (IHC)

Histone H3 CST AB_1642229 1/2,000 (WB, ChIP)

Ac-Histone H3 (Lys9) CST AB_823528 1/1,000 (WB, ChIP)

Histone H4 CST AB_1147658 - (ChIP)

Ac-Histone H4 (Lys8) CST AB_2248400 - (ChIP)

Rat IgG, Alexa 488 TFS AB_2534074 1/200 (IHC)

Rabbit IgG, Alexa 488 TFS AB_10563748 1/200 (IHC)

Rabbit IgG, Alexa 568 TFS AB_10563566 1/200 (IHC)

Mouse IgG, HRP TFS AB_228307 1/10,000 (WB)

Rabbit IgG, HRP TFS AB_228341 1/10,000 (WB)

SCB: Santa Cruz Biotechnology, CST: Cell Signaling Technology, TFS: Thermo Fisher Scientific, ICH: immunohistochemistry, WB: western blotting, FCM: flow cytometry.

**Table S2. Primers used for qPCR**

Name Sequence (5’-3’)

Mouse β-actin-For CTAGGCACCAGGGTGTGATG

Mouse Ccl3-For CCATATGGAGCTGACACCCC

Mouse Ccl3-Rev TCAGGAAAATGACACCTGGCT

Mouse CCR1-For AGGTTGGGACCTTGAACCTTG

Mouse CCR1-Rev ACAGTGAGTCTGTGTTTCCAGA

Mouse CCR5-For AAGAGACTCTGGCTCTTGCAG

Mouse CCR5-Rev GAGCTGAGCCGCAATTTGTT

Mouse Cntfr-For GGATCCGGCCGCAGTG

Mouse Cntfr-Rev CCAGACCAAAGTCTTCCTGGG

Mouse Fgfr1-For GTGTGGAAGGTGCACTGGAT

Mouse Fgfr1-Rev CCAGGCTTCTGACCGATTGT

Mouse GFAP-For AGGCGAAGAAAACCGCAT

Mouse GFAP-Rev GGTGAGCCTGTATTGGGACA

Mouse LBP-For GGCTTGGCGTGGTCACTAAT

Mouse LBP-Rev CATCCCGGTAACCTTGCTGT

Mouse Lgals7-For AGCTGAACCACTACCTTGCC

Mouse Lgals7-Rev GTGCTGGGTAGCAGACATGG

Mouse S100β-For TTCCTGGAGGAAATCAAGGAGC

Mouse S100β-Rev GGAAGTCACACTCCCCATCC

Mouse Tlr13-For TGTTTGTCACCTGCTCGGAA

Mouse Tlr13-Rev AATGCCCTCTGCATTGGTGA

Mouse Wfdc2-For TGCTCCAAGCCTAATGGACC

Mouse Wfdc2-Rev GTGGCTTCGTGGAGACTTGA

**Table S3. Candidate genes regulated by prenatal VPA administration**

| Gene name | Log_2_ fold change | p value |
| --- | --- | --- |
| *Lgals7* | -3.1 | 0.027 |
| *Wfdc2* | -2.2 | 0.042 |
| *Lbp* | -3.2 | 0.044 |
| *Fgfr1* | -9.2 | 0.055 |
| *Cntfr* | 11.9 | 0.078 |
| *Tlr13* | -3.9 | 0.078 |
| *Ccl3* | 5.5 | 0.093 |

**Table S4. Primers used for ChIP**

Name Sequence (5’ – 3’)

mCCL3 ChIP Se ACCCAGCAAAAGTTCCAGTC

mCCL3 ChIP An CCCAATCTTTGCACTCCAAG

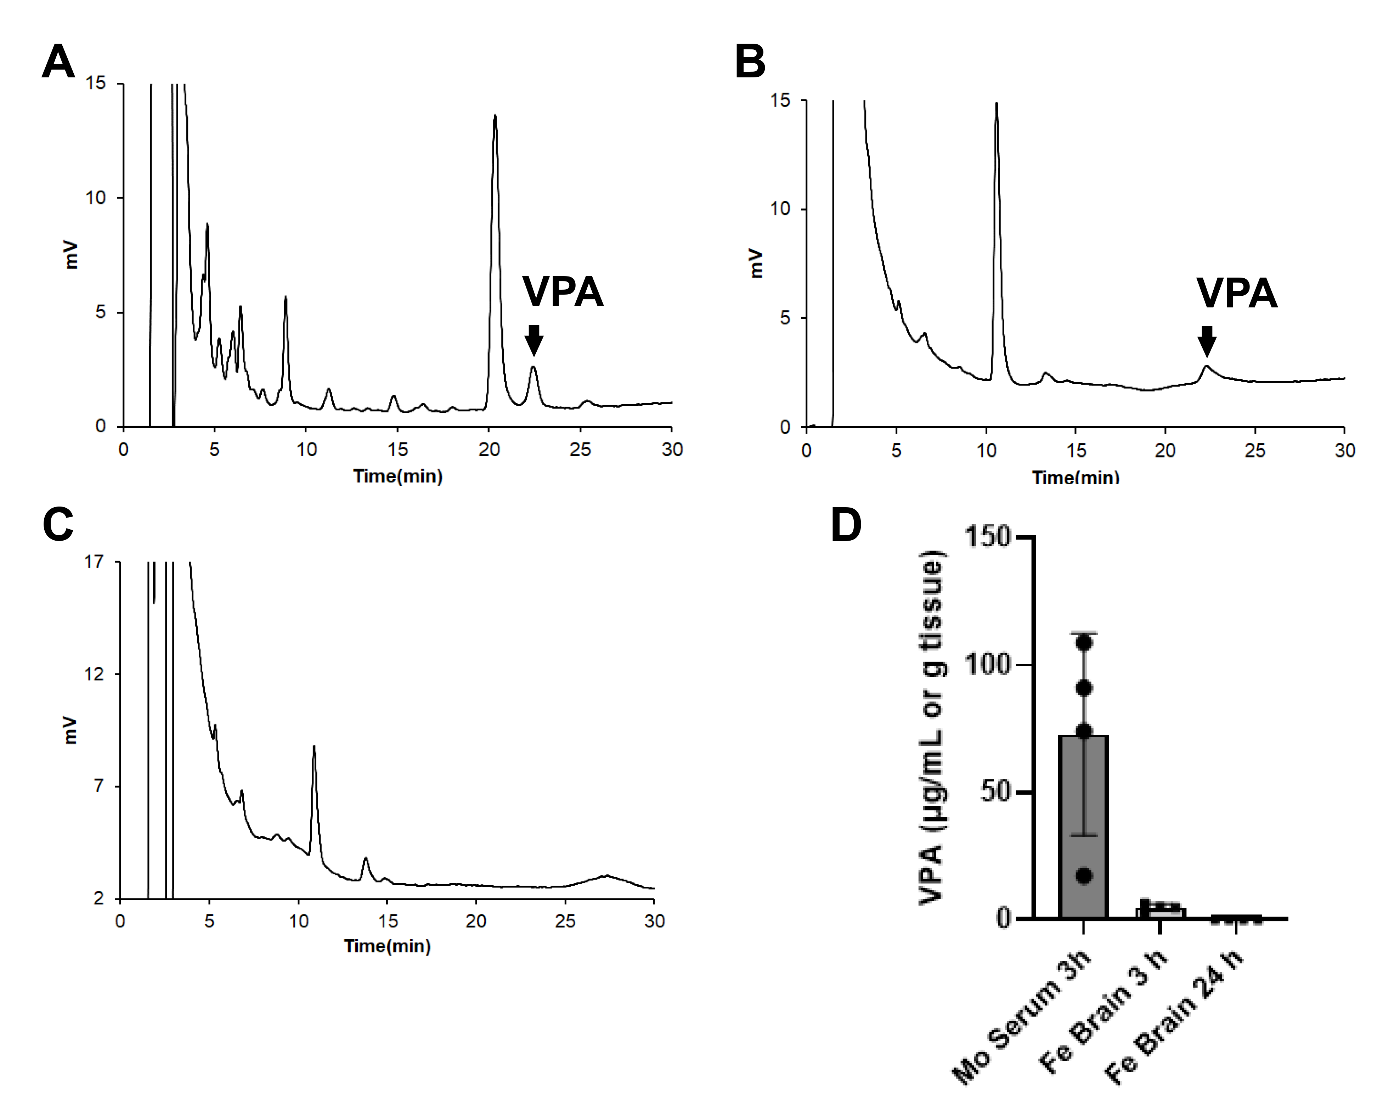

**Figure S1. VPA concentrations in the maternal serum and fetal brain**

Pregnant female mice received a single oral dose of 800 mg/kg VPA on E11.5. VPA concentrations were determined by HPLC-UV. Representative HPLC-UV chromatograms of dam serum 3 h after administration (A) and the fetal brain 3 h (B) and 24 h (C) after treatment. VPA concentrations in the serum and brain tissues are shown in panel D. The values are presented as the mean ± S.D. (n = 4 dams in each group).

**
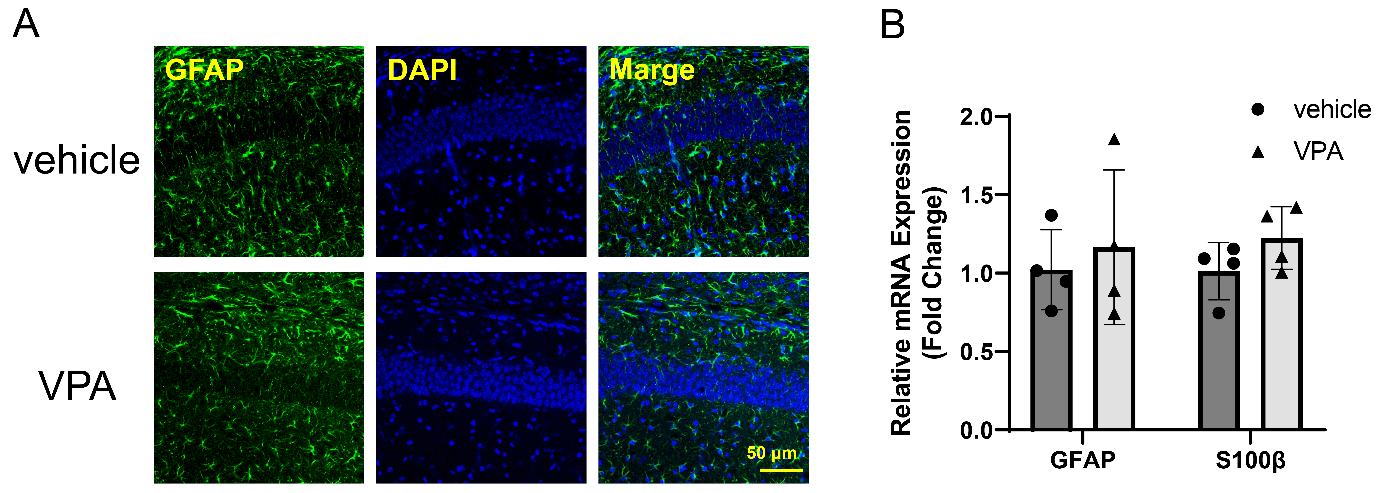
**

**Figure S2. Astrocytic activity in the hippocampi of mice at the age of P10**

Pregnant female mice received a single oral dose of 800 mg/kg sodium valproate on E11.5. (A) Hippocampal slices were prepared from P10 mice and stained for GFAP and DAPI. Representative stained pictures were shown. (B) Total RNA was extracted from the hippocampus, and GFAP and S100β mRNA levels were determined by qPCR. The values are presented as the mean ± S.D. (n = 4 male pups from 2 dams in each group). The data were analyzed using Student's t test.

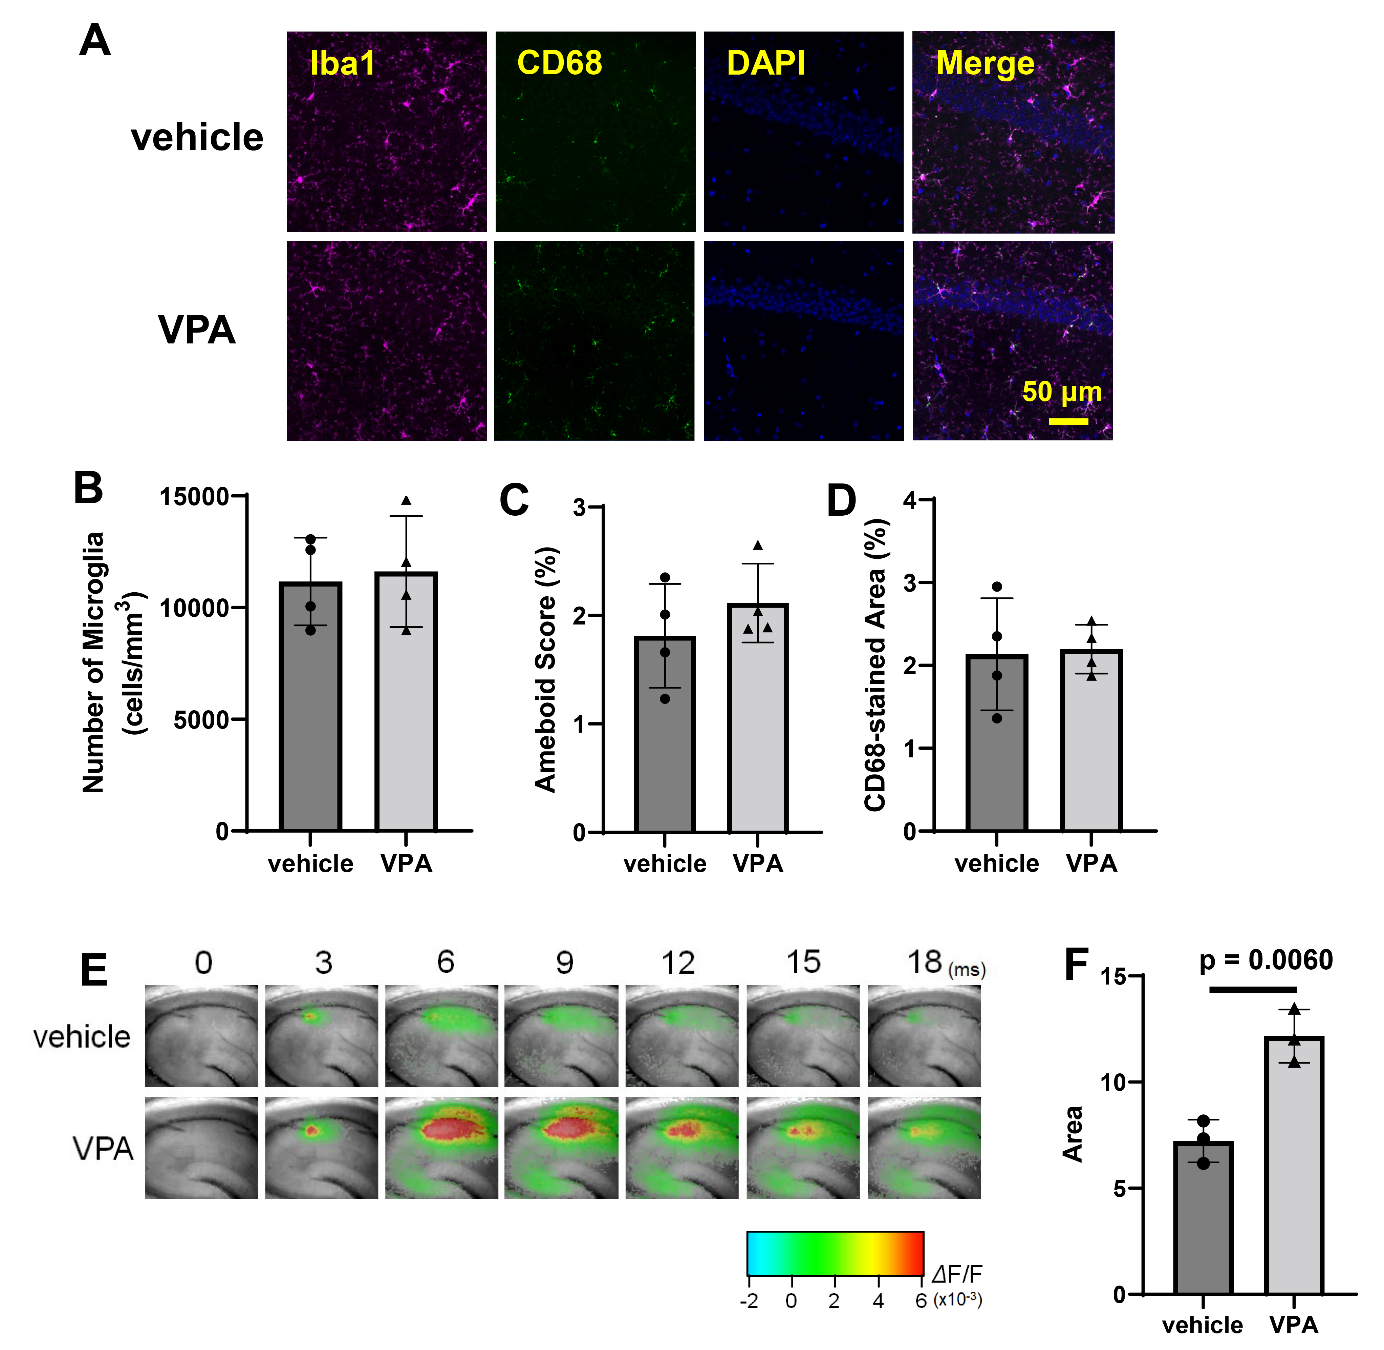

**Figure S3. Microglial activity and neuronal excitation-inhibition imbalance in the hippocampi of mice at the age of 6 weeks**

Pregnant female mice received a single oral dose of 800 mg/kg sodium valproate on E11.5. (A-D) Hippocampal slices were prepared from 6-week-old male pups and stained with Iba1, CD68 and DAPI. (A) Representative images of the CA1 region are shown. (B-D) The number of microglia, the amoeboid score and the CD68-stained area were calculated from the stained images. The values are presented as the mean ± S.D. (n = 4 male pups from 2 dams in each group). The data were analyzed using Student's t test. (E, F) Hippocampal slices were prepared from 6-week-old male pups, and electrical stimulation was applied to Schaffer collateral afferents in the slices. (E) Representative pseudocolored images showing activity. (F) Quantification of the neural response after stimulation. The values are presented as the mean ± S.D. (n = 3 male pups from 2 dams in each group). The data were analyzed using Student's t test.

**
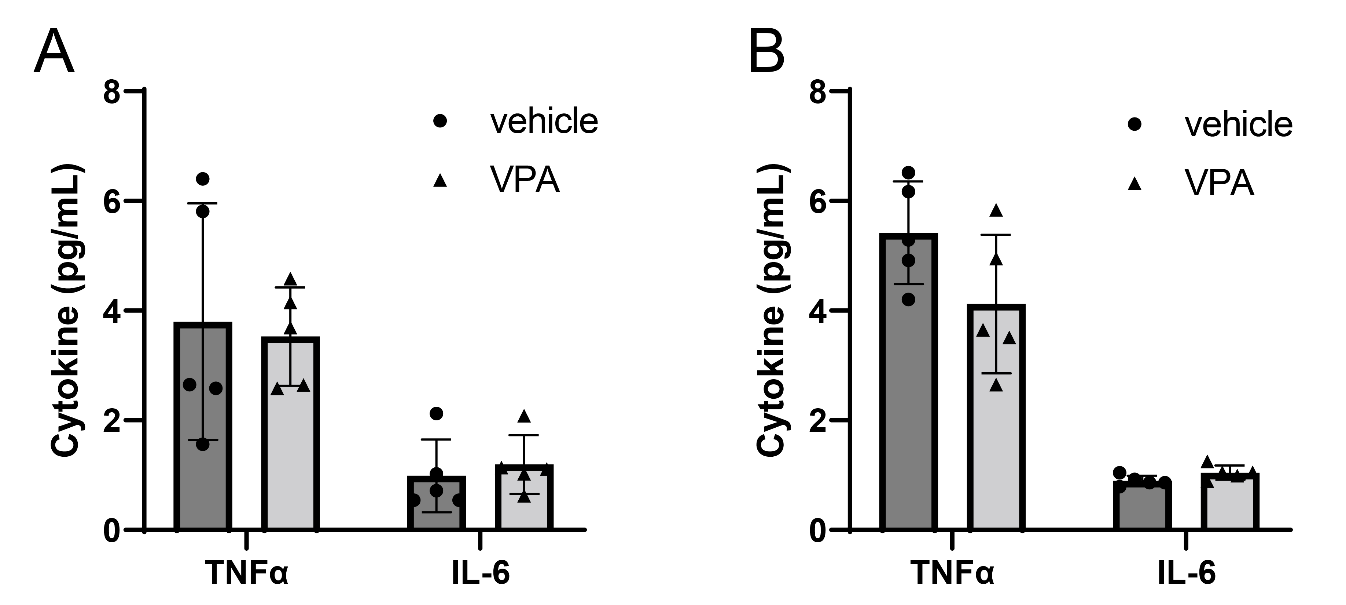
**

**Figure S4. Evaluation of systemic inflammation by measurement of serum inflammatory cytokine levels**

VPA (800 mg/kg) was orally administered on E11.5. Serum was collected from dams 1 day after VPA treatment (A) and male P10 pups (B). The concentrations of TNFα and IL-6 were determined with a LEGENDplex Mouse Inflammation Panel using a flow cytometer. The values are presented as the mean ± S.E. (n = 5 animals, dams or male pups, in each group). The data were analyzed using Student's t test.

**
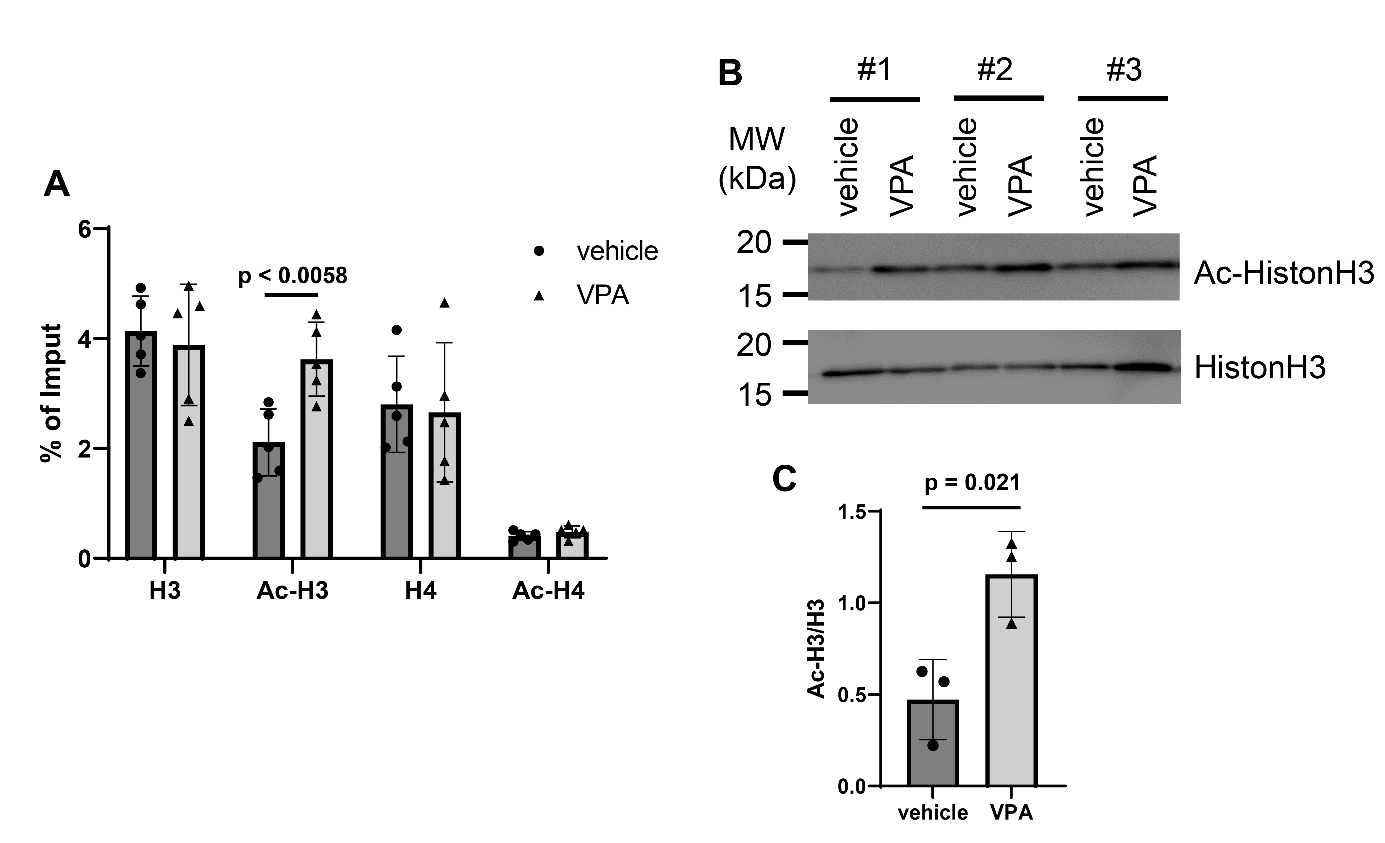
**

**Figure S5. Epigenetic regulation of CCL3 expression in the hippocampi of mice prenatally exposed to VPA**

VPA (800 mg/kg) was orally administered on E11.5. (A) CD11b-positive cells were isolated from the hippocampi of P10 mice, and ChIP was then performed. The values are presented as the mean ± S.D. (n = 5 male pups from 2 dams in each group). The data were analyzed using Student's t test. (B, C) Histone H3 and acetylated histone H3 levels in the hippocampus were measured by western blotting. Representative images are shown in panel B, and the quantification of band intensity is shown in panel C. The values are presented as the mean ± S.D. (n = 3 male pups from 2 dams in each group). The data were analyzed using Student's t test.

# Supplementary material for: A CCR5 antagonist, maraviroc, alleviates neural circuit dysfunction and behavioral disorders induced by prenatal valproate exposure
**Source:** J Neuroinflammation. 2022 Jul 29;19:195. doi: 10.1186/s12974-022-02559-y
**Supplement:** Supplementary file 2 — Additional file 2. Figs. S6 to S9 that show whole membrane images of immunoblotting.

**Additional file 2**

*Ishihara et al.* A CCR5 antagonist, maraviroc, alleviates neural circuit dysfunction and behavioral disorders induced by prenatal valproate exposure.

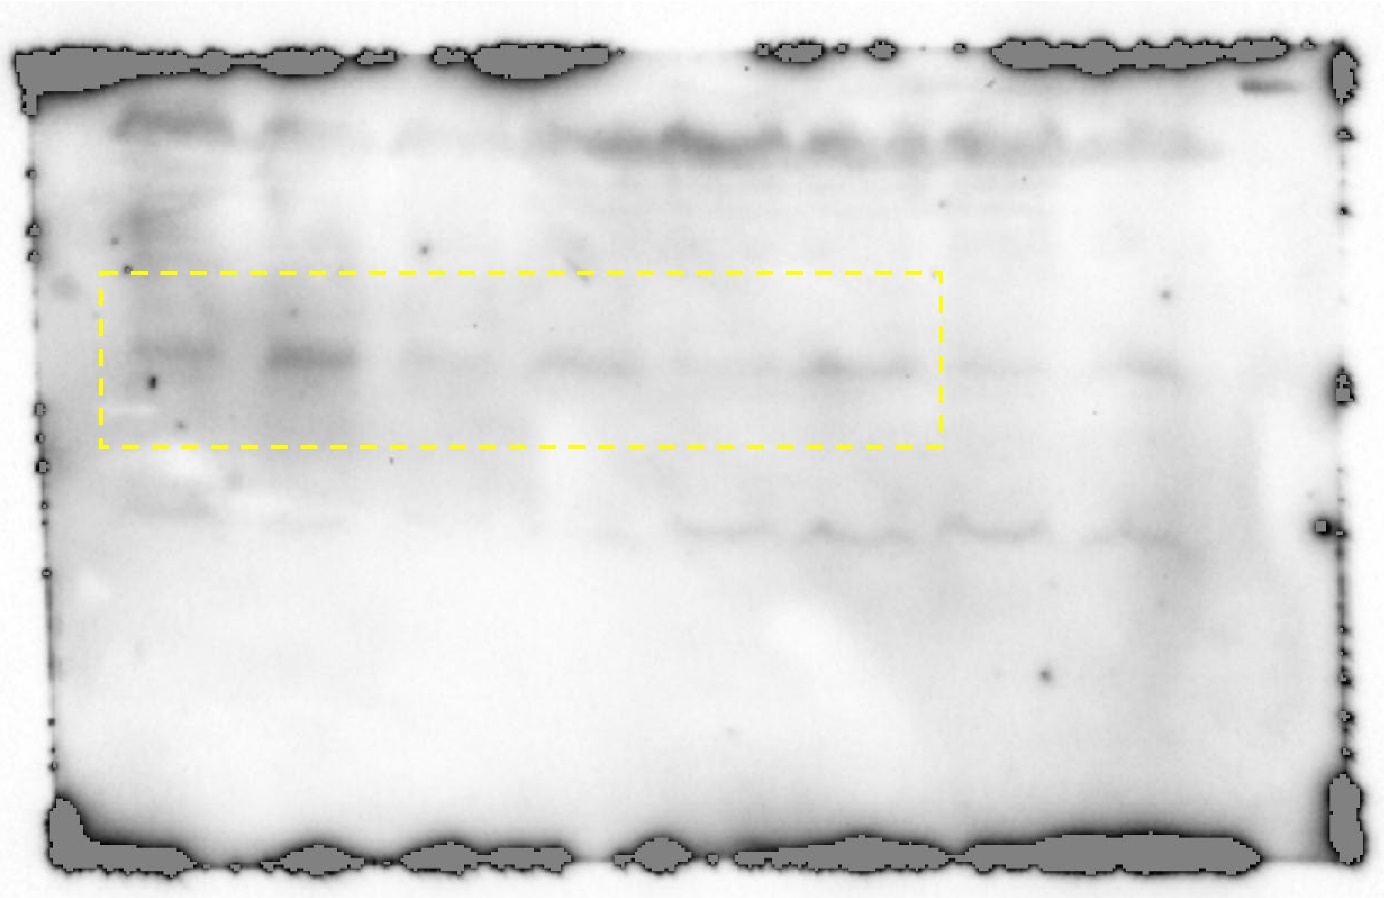

**Fig. S6. Whole membrane images of CCL3 immunoblotting in Fig. 6C**

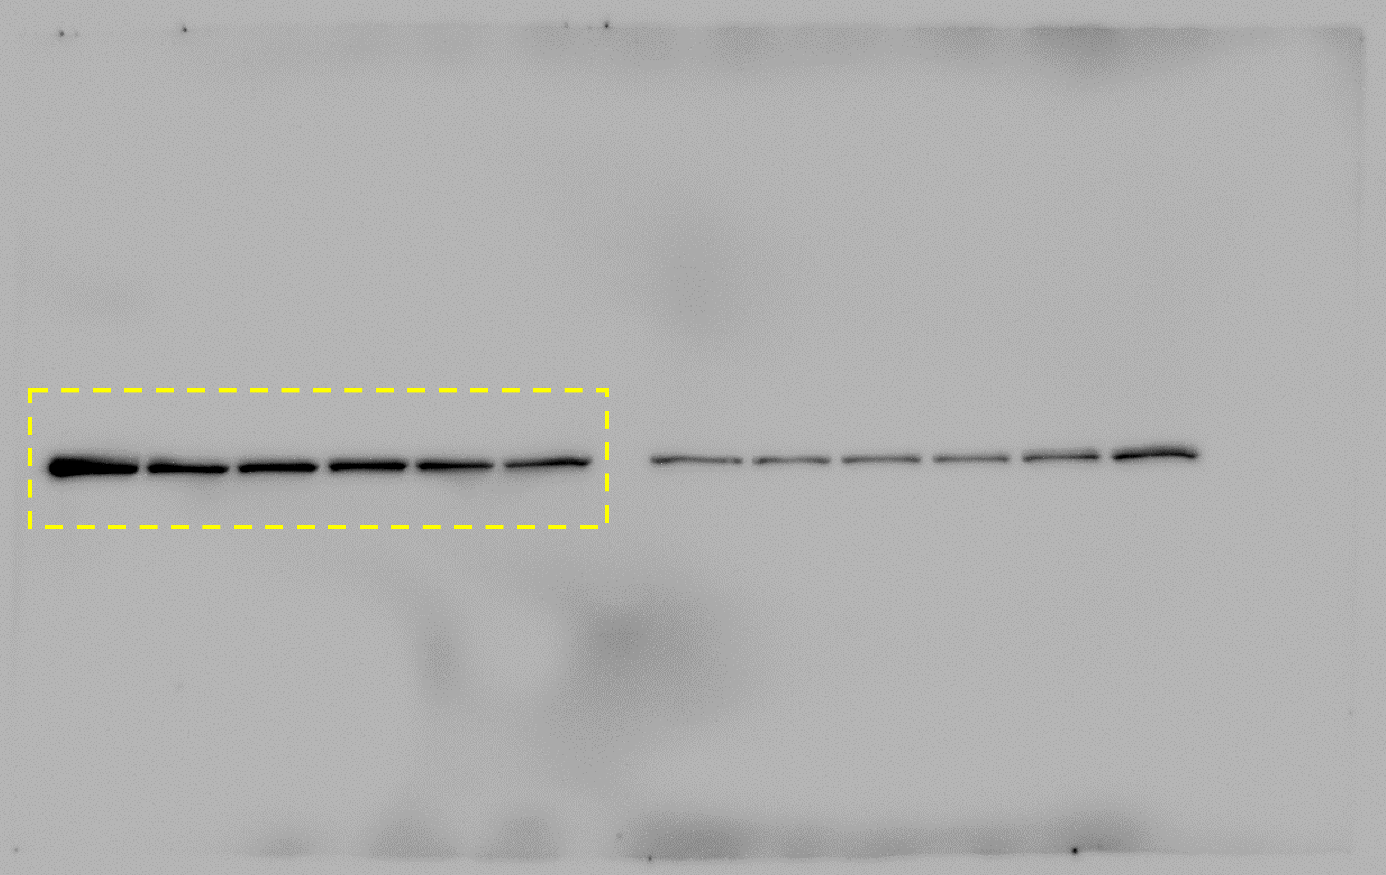

**Fig. S7. Whole membrane images of β-actin immunoblotting in Fig. 6C**

**
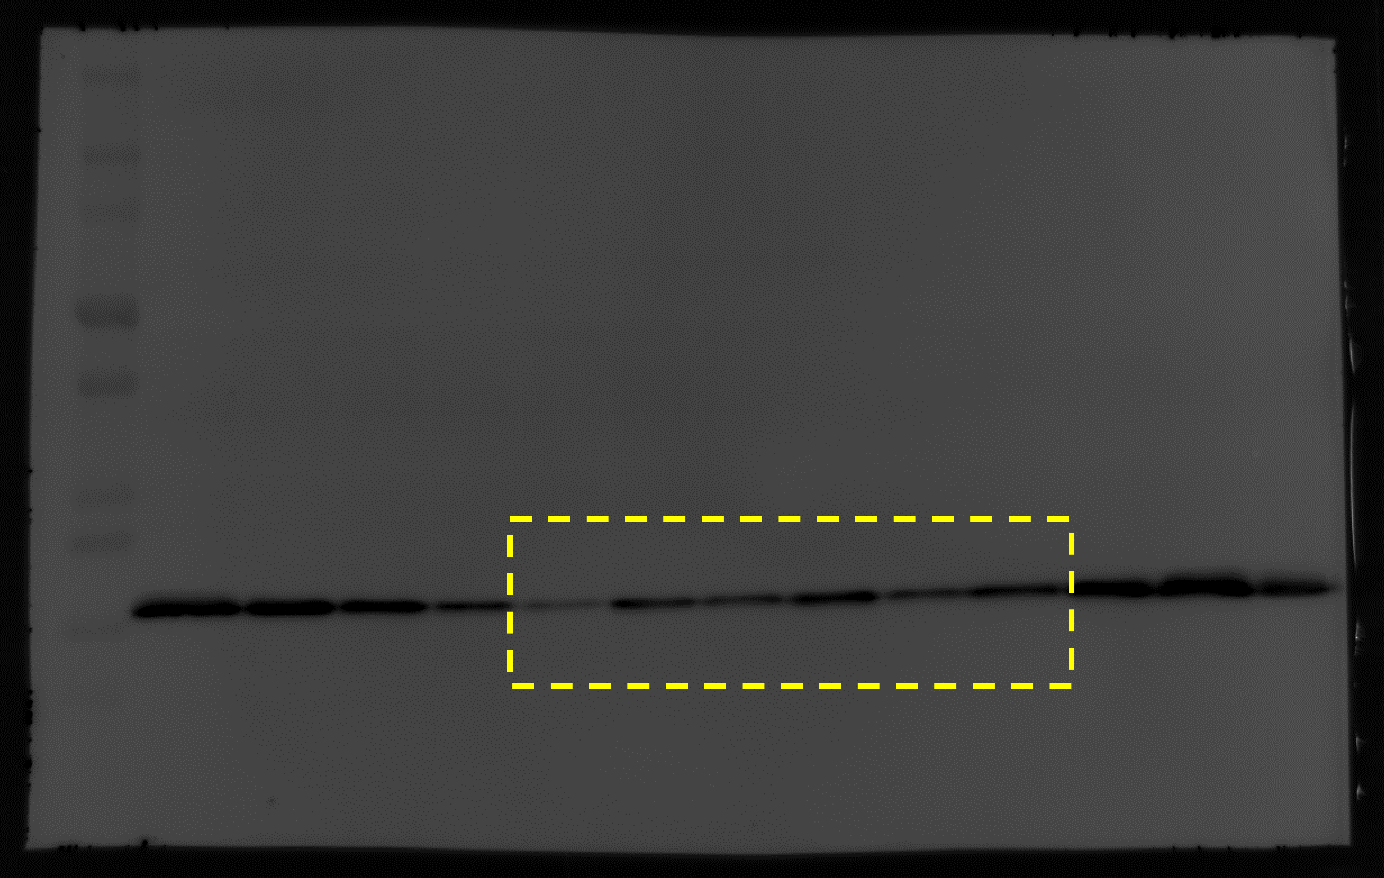
**

**Fig. S8. Whole membrane images of acetyl-histone H3 immunoblotting in Fig. S4B**

**
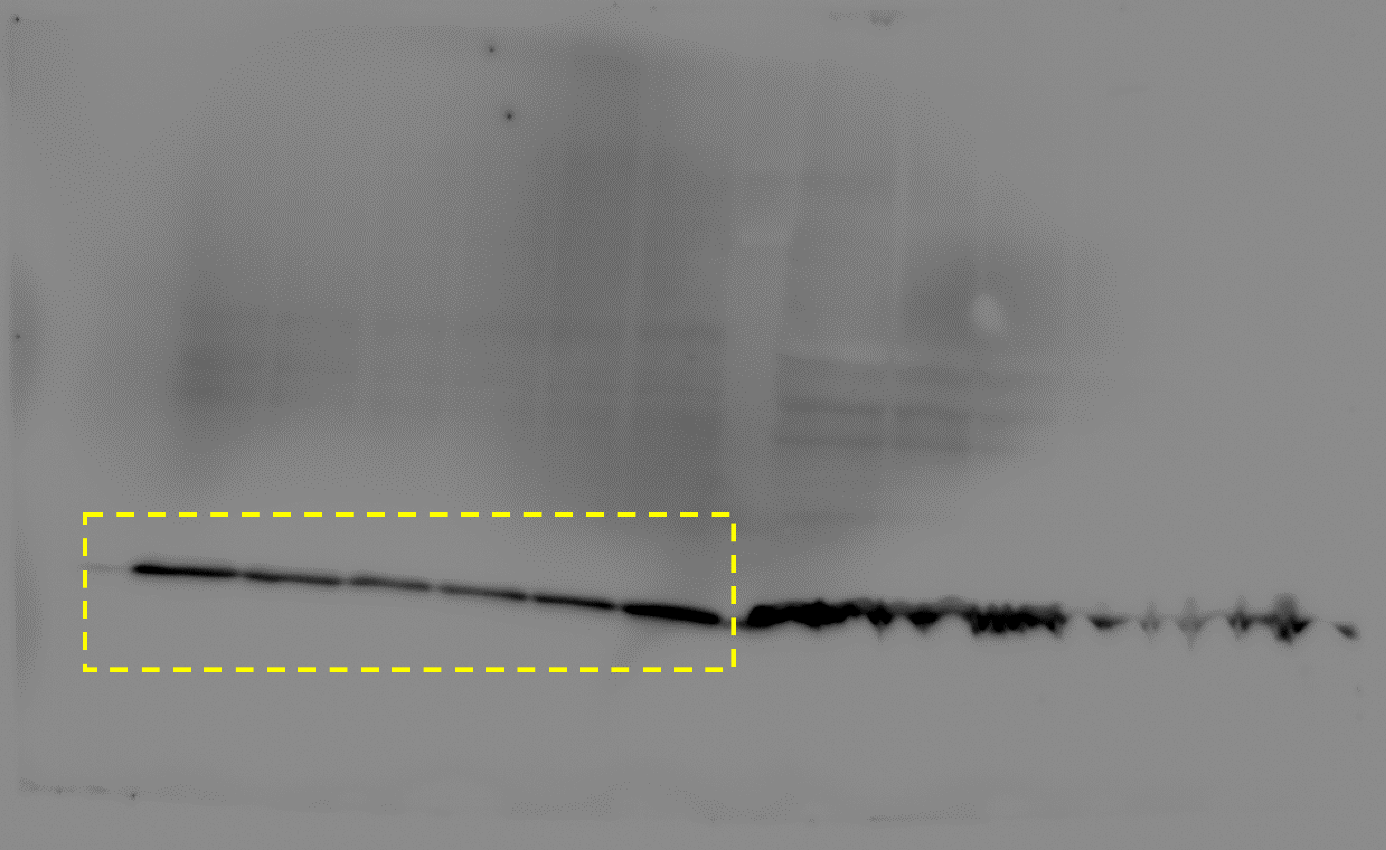
**

**Fig. S9. Whole membrane images of histone H3 immunoblotting in Fig. S4B**

How the deposited data were processed for this re-analysis (not part of the article)

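The data are CAGE-seq libraries of P5 hippocampus, 1 from vehicle-treated and 1 from VPA-treated mice (800 mg/kg on E11.5), with RNA of 5 male pups from 2 dams per group according to the methods. The authors mapped the tags to mm9 with BWA after discarding ribosomal RNA, named the RECLU pipeline for the expression ratio, and, according to the submitters' processing notes, used DESeq2 1.20.0. Their deposited table has 15295 gene rows. For each row the authors give the mean of the normalized counts of both libraries (a signal that is never negative), the log2 fold change of VPA over vehicle with its standard error on the log2 scale, a score (the Wald statistic), a p-value and an adjusted p-value. The authors' adjusted p-value is 1 in every row. How tags were counted per gene, whether strand was used and which rows were filtered are not given in the sources used here.

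The design fixed before the data were examined allowed for counts per library, whereas the authors deposited a comparison. Tags of both libraries were therefore recovered from the mean and the fold change. Rows with tags in 1 library only (65 without tags in vehicle, 112 without tags in VPA) have means that step with the worth of 1 tag, which gave 0.902 for vehicle and 1.11 for VPA. All 3076 rows with 1 to 99 tags in both libraries came out whole within 0.1 tag. The step was tested on simulated data made from the tag counts of these libraries. In it, 100% of 3249 rows with under 100 tags in each library were recovered exactly. The largest relative error among 12007 larger rows was 0.0283%. The simulated values were built with the formula that the step inverts. They therefore check its arithmetic and rounding, and cannot show that the formula holds for the authors' deposited table. In the same simulation, the simulated log2 fold changes had a median of 1.99 for 100 genes raised by 2 on the log2 scale. For 100 genes lowered by 2 it was −2.00. Of 100 unchanged lists of 15 genes, 8 lay outside the central 95% of the random lists. The tags in genes summed to 21646294 for vehicle and 17739865 for VPA. The values for a gene with few tags are therefore limited by counting error, which the exact binomial 95% intervals cover. They do not cover the spread between animals.

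No test across samples was possible with 1 library per group, and the p-values of single genes are those of the authors' deposited table. A two-sided exact binomial test of the 7 Ccl3 tags (p = 0.00376) compares these libraries, not the conditions, and covers counting error only. The paper picked Ccl3 out of this same comparison, so that the binomial test is no support for its difference. The thresholds of the study, at least 4-fold and an unadjusted p under 0.1, were applied to the authors' deposited values. Gene lists were described by the percentile of their median log2 fold change among 10000 random lists drawn from the same 20 expression bins, over genes with a mean normalized count of at least 10 and with the most abundant row of each gene. Of 21 lists fixed before the data were examined, 19 had at least 3 measured genes. The neutrophil and keratinocyte lists had 2 each and were given no median. A rule set the genes to be named. It held the 7 genes of Table S3 and the other genes measured in the paper. It held the 10 largest and 10 smallest log2 fold changes among genes with a mean normalized count of at least 50. It also held the 5 smallest of the authors' p-values in each direction. Of each list it held up to 4 of the most abundant members and the largest and the smallest log2 fold change. The text names only part of the genes of this rule. The values of Table S3 had been seen when this rule was written. Other genes named, among them the Y-linked genes and further members of lists, were chosen after their values were seen.

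All row identifiers, symbols and strands matched the GENCODE M1 annotation of mm9, from which coordinates were taken. The first 100 bases of genes were searched in the mm9 genome with blastn 2.17.0, and a second match was counted from 95% identity over at least 50 bases outside the gene. Primer sequences were matched exactly. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The alternatives covered the p and fold thresholds, expression filters, scaling by total count, centering on the median, the sum of all rows of a gene, pseudocounts of 1 and 5, the mean in place of the median, and 10 expression bins. The qPCR, protein, imaging, electrophysiology and behavior experiments were not analysed here.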

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

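These are patterns in the table that the paper does not report, although it names single genes among them, such as Cntfr, Gfap and S100b. The bounds for the choroid plexus share, for the Y-linked genes, for the chromosome 17 features and for both tests on matched copies were chosen after the result was seen, and the other bounds beforehand.

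Choroid plexus transcripts were lower in the VPA library, with a median log2 fold change of −2.44 over 12 measured genes of a list that shares no gene with another list. Ttr, its most abundant gene, had 40984 tags in vehicle and 3674 in VPA, and 83.3% of the measured genes were at least 2-fold lower, the exceptions being Kl and Igfbp2, which are also expressed in other cells of the brain. Less tissue of the choroid plexus, which borders the hippocampus, in the VPA sample is a candidate explanation, but this share restates the pattern and does not test it. For a loss of neighboring tissues along with it, the ependyma median of −0.53 (interval −0.64 to 0.17) lay between the bounds set and did not decide. The meninges and fibroblasts median of −0.47 lay past the bound set beforehand on the median, on the side that counts against such a loss. Its interval (−0.72 to −0.15), which was not part of the prediction as set, crossed that bound, so that the meninges are left undecided too. Lower transcription in choroid plexus tissue that was present cannot be told apart from less tissue with 1 library per group.

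Xist had 10 tags in vehicle and 1799 in VPA, a log2 fold change of 7.79, and 4 Y-linked genes had a median of −0.87, although both groups are described as male pups. The summed Y-linked tags were at 55.6% of their level in vehicle, with a counting interval of the log2 ratio ending at −0.74. The median lay at percentile 0 of the random lists. Induction of Xist in male cells with no change of sex would leave this lower Y-linked level unaccounted for. The bound was set after the result was seen, so that this restates the pattern and is no separate test. RNA of female pups in the VPA sample may account for both, but the test set for it did not decide: Kdm5c, Kdm6a, Eif2s3x and Ddx3x, which escape X inactivation, had a median of 0.085, between the bounds of 0 and 0.1, with 2 of 4 above 0. The shortfall of the summed Y-linked level was 44.4% (counting interval 40.2% to 48.4%), and the single Y-linked log2 ratios ran from −0.94 (Uty) to −0.73 (Ddx3y). A difference in sex between the pools, if present, is confounded with VPA in every comparison here. An effect of VPA on both Xist and the Y-linked genes was not tested.

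Apart from Xist, 18 abundant features were at least 16-fold apart with a mean normalized count of at least 50, among them Cntfr of Table S3. Their first 100 bases had a second match in the genome in 94.4%, against 6.11% of 180 features of matched expression (Fisher's exact test, two-sided, p = 2.38e-16). Shared tags are thus a candidate source for the features with a match. The feature without a match was 6720401G13Rik, a noncoding RNA gene on chromosome X, with 1 tag in vehicle and 675 in VPA. Whether the tags went to different copies in the 2 libraries was not decided. Of the 15 features with another gene at a match, 20% had one that was 4-fold changed the opposite way, which is the pair of Fgfr1op and Tagap1 counted from both sides and Zfp955a, whose match Zfp955b had 1 tag. A second measure, set after that result, found an opposite change of at least 50% of the size in 40%. Neither decides over the 15, since the matched genes had over 2 times as many tags as the feature in 6, where small changes offset it. In 4 they had under 50% as many in both libraries, so that these genes did not take up the feature's tags in either. The log2 ratios of feature and matched genes summed were still −6.95 for Zfp955a, 3.95 for Hist1h4k, 3.89 for Nudt10 and 6.11 for 5830417I10Rik. The clearest opposite change is that of Fgfr1op, with 1413 tags in vehicle and 2 in VPA, whose first 100 bases match, with 100% identity, bases 7165475 to 7165574 of chromosome 17 over the start of Tagap1, and Tagap1, with 0 and 806. Of the 18 features, 8 lie on chromosome 17, against 9 of the 180 matched features and 4.67% of gene rows with a mean normalized count of at least 50. Haplotypes that differ between pools of outbred pups stay open, since the table holds no genotype.

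Of the 19 lists, 7 had a median outside the central 95% of the random lists, where 8 of 100 simulated unchanged lists did. The simulated lists held randomly drawn genes with counting error only, whereas genes of 1 cell type can vary together. Their rate is therefore no measure of how often such marker lists lie outside. Besides the choroid plexus, ependyma and meninges lists, the lists outside were border macrophages at −0.41, astrocytes at −0.16 (interval −0.35 to 0.10), GABA neurons and GABA signaling at 0.13, and red blood cells at −0.74 over 4 genes, with an interval from −1.72 to 0.23. Of these, the near-identical Hbb-b1 and Hbb-b2 went opposite ways (0.23 and −1.72), and Hba-a1 and Alas2 had 12 to 29 tags and intervals that include 0.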

How the results depend on the processing

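Over 30 results and 202 alternatives, 2 kinds of which were added after seeing the data, 17 values moved, which means out of the interval of the main value or, for a count, by more than 1.5-fold, and 185 did not. These intervals are wide, and the 185 include Ccl3 at 1.35 and microglial activation at −0.19. The sign of 3 medians changed, each of a list within the central 95% of the random lists: chemokines and cytokines (−0.03 with no filter), other genes of the paper and immediate early genes (−0.04 and −0.03 with the mean in place of the median). The 26 gene rows past the thresholds (9 higher, 17 lower) became 0 with an adjusted p under 0.1 (0 higher, 0 lower), 12 with an unadjusted p under 0.05 (2 higher, 10 lower), 293 with the fold threshold alone (94 higher, 199 lower), 67 with a 2-fold threshold (24 higher, 43 lower) and 9 with a mean normalized count of at least 50 (6 higher, 3 lower, so that the balance turned), with the counts set by construction of the thresholds. Over the whole table, 0.693% of rows had an unadjusted p under 0.05. Of the 7 genes of Table S3, 6 passed the thresholds, and 3 did with a pseudocount of 5, which pulls genes with few tags toward 0. With this pseudocount Ccl3 had a log2 ratio of 1.35, and Cntfr moved from 11.9 to 7.02. The neural progenitor and newborn neuron list moved to −0.34 with the mean in place of the median, in which Ccnb1 (63 tags in vehicle, 1 in VPA) stands at −5.68. Choroid plexus, meninges and fibroblasts, and GABA lists lay outside the central 95% of the random lists in 8 of 8 settings, border macrophages, astrocytes and ependyma in 7 of 8, and red blood cells in 7 of 7, since a mean of at least 50 left too few of its genes. Of the lists inside at the main setting, thalamus and habenula lay outside in 2 of 8 (percentile 1.66 with no filter and 0.765 with a mean of at least 50), neocortex in 1 of 8 (99.2 with a mean of at least 50) and neural progenitors in 1 of 8 (1.06 with the mean). Scaling by total count shifted each log2 fold change by −0.01 and left 18 in place of 19 of 25 genes of the GABA list above 0. No paired analysis was possible because each group has 1 library, and for the same reason no replicate could be left out. In the authors' deposited table, 3 rows without tags in vehicle are past the thresholds. These are Ccl3 with 7 tags in VPA, Cntfr with 580 and Tagap1 with 806. The authors' unadjusted p does not follow the number of tags alone. Phf10, with no tag in vehicle and 274 in VPA, has 0.109, and Zfp97, with none and 142, has 0.144.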

Differences from the paper's values

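For Fgfr1, the paper's Table S3 gives a log2 fold change of −9.2 and a p value of 0.055. In the authors' deposited table the Fgfr1 rows have a log2 fold change of 0.14 and an unadjusted p of 0.505, and both Ensembl identifiers of Fgfr1 carry the same values. All 5 alternatives set before the data were examined (scaling by total count, centering on the median, the sum of all rows, pseudocounts of 1 and 5) leave the fold change different from the paper's, at 0.13 to 0.15 (0.133 under total count scaling and 0.145 under centering). The row of Fgfr1op, a different gene on chromosome 17 that encodes a centrosomal protein, has a log2 fold change of −9.17 and a p of 0.055 in the authors' deposited table. This row was looked up after the values were seen. The paper lists 7 genes as past its thresholds, and 6 of these are past them here, all but Fgfr1. The Fgfr1op row is past them, with the values that Table S3 gives for Fgfr1. Both primers that Table S2 lists for Fgfr1 match Fgfr1op transcripts, so that the entry in Table S3 appears to be Fgfr1op.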

Other observations

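GABA neuron and GABA signaling genes were higher in the VPA library in 19 of 25 cases (18 when scaled by total count), none by 2-fold. The transcription factors of interneuron development Dlx2 (276 normalized counts in vehicle, 459 in VPA) and Dlx1 (429 and 612), and Gad2, a GABA-synthesizing enzyme (388 and 548), were among the higher ones, while Calb2, the calretinin gene, was at 3217 and 2590. Abat, which encodes the GABA transaminase that VPA inhibits, was at 1912 and 1922. Among all gene rows with a mean normalized count of at least 10, 97.9% lay within 2-fold. Of the 14 measured histone deacetylases and sirtuins, none differed by 2-fold, and their median log2 fold change was −0.07, at percentile 9.35 of the random lists. The medians of endothelium and pericytes (0.01, percentile 54.28), immediate early genes (0.07, percentile 87.17), thalamus and habenula (−0.05, percentile 33.31) and neocortex (0.16, percentile 95.94) also lay within the central 95%, the last 2 not at every expression filter.

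Other genes that the paper measures or names had a median of 0.02 at P5, at percentile 63.77. The CCL3 receptors Ccr1 and Ccr5 had 5 and 18 tags in vehicle and 3 and 17 in VPA. Gfap was at 2303 normalized counts in vehicle and 2337 in VPA, S100b at 203 and 155, and Aif1, which encodes the microglial marker Iba1, at 330 and 221, a log2 ratio of −0.58 with an interval from −0.84 to −0.33. Tnf had 4 and 6 tags.

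The primers that Table S2 lists for Fgfr1 match transcripts of Fgfr1op and of no other protein-coding gene in the GENCODE M1 annotation, for both primers of the pair. The tags of Fgfr1op and Tagap1 summed to 1413 in vehicle and 808 in VPA, a log2 ratio of −0.51.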
